# SRC-2 Coactivator Deficiency Decreases Functional Reserve in Response to Pressure Overload of Mouse Heart

**DOI:** 10.1371/journal.pone.0053395

**Published:** 2012-12-31

**Authors:** Erin L. Reineke, Brian York, Erin Stashi, Xian Chen, Anna Tsimelzon, Jianming Xu, Christopher B. Newgard, George E. Taffet, Heinrich Taegtmeyer, Mark L. Entman, Bert W. O’Malley

## Abstract

A major component of the cardiac stress response is the simultaneous activation of several gene regulatory networks. Interestingly, the transcriptional regulator steroid receptor coactivator-2, SRC-2 is often decreased during cardiac failure in humans. We postulated that SRC-2 suppression plays a mechanistic role in the stress response and that SRC-2 activity is an important regulator of the adult heart gene expression profile. Genome-wide microarray analysis, confirmed with targeted gene expression analyses revealed that genetic ablation of SRC-2 activates the “fetal gene program” in adult mice as manifested by shifts in expression of a) metabolic and b) sarcomeric genes, as well as associated modulating transcription factors. While these gene expression changes were not accompanied by changes in left ventricular weight or cardiac function, imposition of transverse aortic constriction (TAC) predisposed SRC-2 knockout (KO) mice to stress-induced cardiac dysfunction. In addition, SRC-2 KO mice lacked the normal ventricular hypertrophic response as indicated through heart weight, left ventricular wall thickness, and blunted molecular signaling known to activate hypertrophy. Our results indicate that SRC-2 is involved in maintenance of the steady-state adult heart transcriptional profile, with its ablation inducing transcriptional changes that mimic a stressed heart. These results further suggest that SRC-2 deletion interferes with the timing and integration needed to respond efficiently to stress through disruption of metabolic and sarcomeric gene expression and hypertrophic signaling, the three key stress responsive pathways.

## Introduction

Heart failure results after a culmination of several adaptive changes in the heart initiated from the onset of stress, which include activation of cellular signaling cascades, translational and post-translational regulation of proteins, and altered gene expression profiles. Of these, changes in the gene expression profile of the heart have received extensive attention. As such, many studies have compared gene expression profiles in human failing hearts in an effort to uncover key regulators of the stress response [1], [2], [3], [4], [5], [6], [7]. While cardiac stress often induces similar functional changes in molecular pathways, analysis of gene expression profiles of stressed hearts has revealed very little heart-to-heart overlap in distinct molecular targets altered during cardiac stress. However, Asakura, and Kitakaze recently compiled several human microarray data sets of normal and failing hearts to gain insight into commonly disrupted genes in the cardiac stress response [1]. Their work highlights a transcriptional regulator previously uninvestigated in the heart, SRC-2, as one of only 107 genes found to be altered in more than one data set, suggesting that SRC-2 could be a significant player in the cardiac response to stress [1].

The cardiac stress response requires integrated signaling of several regulatory pathways in order to maintain function under the stress conditions such as increased workload. Three of the main pathways important for this response are the metabolic, sarcomeric, and hypertrophic pathways. For the metabolic and sarcomeric pathways, many of these changes are driven through extensive changes in gene expression that result in a profile that resembles genes expressed strongly during fetal development and is thus described as the “fetal gene profile” [8], [9].

Metabolic changes are driven by an increased demand for fuel, which results in increased glucose use and a corresponding increase in glycolytic gene expression [8]. This increased glucose use is initially in addition to the prevailing use of fatty acid in the adult heart, but under prolonged stress will become the primary source of ATP [9]. Less is understood about the prevailing cause of sarcomeric remodeling; however, extensive changes in both myosin and actin isoforms is routinely observed and thought to play a role in maintaining contractile force [8], [10].

These gene expression changes are ultimately controlled through changes in transcription factor activity and/or expression. Numerous studies have identified several transcription factors that play key roles in regulating the metabolic, sarcomeric, and stress response programs in the heart [9]. One major candidate group is the PPAR family of nuclear receptors and their associated coregulators PGC-1 α and β, which are well-characterized regulators of the cardiac fatty acid metabolic program [11], [12], [13], [14]. Another class of transcription factors have been shown to form several interchanging complexes and work in concert with each other in response to various stresses to drive gene expression [9] and include factors such as SRF, GATA4, MEF2, Hand2, Nkx2.5, and Tbx5. Work from numerous laboratories has highlighted key roles for these factors during stress and for regulation of key stress responsive gene changes ([15], [16], [17], [18], [19]).

The hypertrophic signaling response is stimulated by hoop stress placed on the ventricle walls and results in increased ventricle wall thickness, driven largely through increased cellular size via upregulation of protein translation. In response to TAC, protein synthesis is enhanced through activation of mTOR and its downstream targets. A main activator of mTOR is the PI3K/Akt signaling cascade, which is often activated in concert with increased glucose uptake into the cell during the initial stress onset [20], [21]. Conversely, mTOR activity is inhibited through activation of the metabolic sensor AMPK when ATP levels are depleted [22], [23].

Additionally, there is also a transcriptional component to the hypertrophic response, driven through elegant regulation of several signaling cascades and transcription factor expression and activity. For example, activation of GATA-4 activity through phosphorylation at S105 has been shown to be required for stress-induced hypertrophy in adult mice. This site is phosphorylated by Erk1/2, which are activated during cardiac stress [24]. Another regulatory pathway important for transcriptional regulation of hypertrophy is that of calcineurin signaling, which involves modulation of another key cardiac transcription factor NFAT. Genetic models of calcineurin inhibition also show resistance to stress-induced hypertrophy [25].

The steroid receptor coactivator (SRC) family of proteins is well characterized for their ability to coactivate a number of transcription factors in response to cell signals, especially those of the nuclear receptor family. The SRC family members, SRC-1, -2, and -3, share a similar domain structure including an N-terminal basic helix-loop-helix-Per/ARNT/Sim homology domain involved with protein-protein interactions, a central region containing three LXXLL motifs characterized for interaction with nuclear receptors, and two C-terminal activation domains which interact with histone acetyltransferases and methyltransferases to mediate the transcriptional activation activity of the SRCs. Despite a similar structure and biochemical activity, analyses of mouse models with genetic ablation of the SRCs have highlighted several non-redundant biological roles in organ function, development and disease (reviewed in [26]). Interestingly, several studies using SRC-2 KO mice indicate that SRC-2 activity is important for maintaining metabolic homeostasis in several tissues in response to stresses including pregnancy [27], energy deprivation and energy overload [28], [29], [30]. The SRC-2 coactivator has been demonstrated to coordinately regulate pathways in multiple tissues for energy production and function.

Based on these previously published roles for SRC-2 in controlling enzymes of fatty acid and glucose metabolism in other metabolic tissues [28], [29], [30], [31], its recurrent down regulation in human heart failure [1], and the large transcriptional component involved in the cardiac stress response, we investigated a role for SRC-2 in controlling gene expression in the heart. These investigations including genome-wide analysis, targeted expression analyses, and functional studies before and during pressure-overload induced cardiac stress reveal a novel role for SRC-2 in the regulation of cardiac transcription.

## Methods

### Animals

All animal experiments were performed in accordance with and have been approved by the Institutional Animal Care Research Committee at Baylor College of Medicine (Protocol AN-544 and AN-124). The generation of the SRC-2 KO mice has been described previously [27]. Male, age-matched littermates (10–16 weeks old) mice were used.

### Tissue Lysates and Immunoblotting

Frozen hearts isolated from WT and SRC-2 KO animals were homogenized in 1× HLB (25 mM Tris-HCl, pH7.4, 250 mM NaCl, 5 mM EDTA, 1% Triton x-100, 0.1% SDS, 0.1% sodium deoxycholate, 1 mM DTT, 1X protease inhibitor cocktail (Sigma), 1X phosphatase inhibitor cocktail (Roche)) and cleared via centrifugation and the use of a cellulose-acetate column. SDS-PAGE analysis and transfer were performed by standard protocols. Subsequent immunoblotting was performed with the indicated antibodies by standard methods. Secondary antibodies were HRP-conjugated and signal detection was performed using ECL reagent and autoradiography. Quantitation was performed using Image J software (NIH). All quantitation includes correction for changes in background.

### RNA Isolation and qPCR Analysis

For RNA isolation, heart tissue was homogenized and RNA was isolated using the RNEasy kit according to the manufacturer’s protocol (Qiagen). cDNA synthesis was performed using Superscript III according to the manufacturer’s instructions (Invitrogen). qPCR analysis was carried out using the Taqman system with sequence-specific primers and the Universal Probe Library (Roche). Primer sequences are available upon request.

### Transverse Aortic Banding

Hemodynamic pressure overloading was performed in male WT and SRC-2 KO littermate mice ages 10–12 weeks. Transverse aortic banding was performed using previously described methods [32]. Two-dimensional echocardiography images in M-mode were acquired using a Vevo 770 RMV-707B 30-MHz probe (VisualSonics, Toronto, Canada). Cardiac Doppler measurements were acquired with a Doppler signal processing workstation (DSPW, Indus Instruments, Houston TX) using a 10-MHz, 1 mm diameter pulsed Doppler probe. Echocardiography and Doppler measurements were made as previously described [32], [33], [34].

### Lactate Analysis

Heart tissue was homogenized in an acetonitrile-formic acid solution on ice and used for lactate detection via mass spectrometry methods according to previously published protocols [35], [36], [37].

### Microarray analysis

For microarray analysis, 250 ng of RNA isolated from total heart (RNeasy kit, Qiagen) for each sample was labeled using the new standard Affymetrix linear amplification protocol using the 3′ IVT Express Kit. This was reverse-transcribed and cRNA was produced and biotinylated via *in vitro* transcription. A hybridization cocktail containing Affymetrix spike-in controls and 15 µg fragmented, labeled cRNA was loaded onto a GeneChip® Mouse 430 2.0 array. The array was hybridized for 16 hours at 45°C with rotation at 60 rpm then washed and stained with a strepavidin, R-phycoerythrin conjugate stain using the FS 450_0001 Fluidics protocol setting. Signal amplification was done using biotinylated antistreptavidin. The stained array was scanned on the Affymetrix GeneChip® Scanner 3000. The images were analyzed and quality control metrics recorded using Affymetrix Command Console v3. All raw data is available at GEO (http://www.ncbi.nlm.nih.gov/geo/).

### Statistical Analyses

All results are depicted as the mean ± standard error of the mean (SEM). The statistical comparison of different groups was carried out using two-tailed unpaired Student’s *t* test, and differences at or below P<0.05 were considered statistically significant. For mice studies, the experimental number used is indicated in each *Figure Legend*.

For the microarray, experiments were run using Affymetrix MG 430 2.0 chip with 45,101 probesets representing 20,757 unique genes. There were 8 experiments in 2 groups: WT-unstressed –4 experiments and KO-unstressed –4 experiments. QC parameters for all experiments were within the acceptable limits. We used the following software packages for data QC, statistical analysis and presentation of the results: Affymetrix Expression Console (www.affymetrix.com), Partek (www.partek.com), BRB Array Tools (linus.nci.nih.gov/BRB-ArrayTools.html), and dChip (biosun1.harvard.edu/complab/dchip).

Expressions were estimated using the RMA (Multi-Array Analysis) method [38] with Partek software. Differentially expressed genes were found using the RVM (Random Variance Model) t-test, which is designed for small sample size experiments [39]. We used BRB Array Tools software, developed by Dr. Richard Simon and the BRB-ArrayTools Development Team. All genes were included in the comparison. For the genes represented by more than one probeset, we used the most highly expressed probeset. The cutoffs for differentially expressed genes were False Discovery Rate (FDR) = 0.05 [40]. Clustering pictures with heat maps were made with dChip software [41]. Pathway analysis was performed using Gene Set Enrichment Analysis (Broad Institute, www.broadinstitute.org/gsea/index.jsp) on differentially expressed genes with an FDR <0.15.

## Results

### Loss of SRC-2 Results in Extensive Gene Expression Changes in the Heart

Recent data suggest that dysregulation of SRC-2 expression may be a common event during cardiac failure [1]; however, little is known about the role of SRC-2 in regulating cardiac gene expression. As such, we used genome-wide profiling to gain insight into the activity of SRC-2 through a comparison of gene expression profiles of WT and SRC-2 KO heart tissue (Figure 1A and Table S1). 

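RNA from whole unstressed hearts of 4 WT and 4 SRC-2 KO mice was hybridised to Affymetrix mouse expression arrays, 1 heart per array. The methods give the age of the mice as 10 to 16 weeks and the sample labels give 10 to 12 weeks. The authors' table holds 1 signal for each of 45101 probesets, groups of short probes that read a transcript, and each array is scaled to the same trimmed mean. The values are intensities on a linear scale, and their log2 was taken. The median signal was 77.0 to 87.3 in the WT arrays and 75.6 to 83.2 in the KO arrays, and 36.9% to 40.7% of the probesets of an array lay under a signal of 50. Each gene was read by its most highly expressed probeset, as in the methods, which gave 18194 genes. KO was compared with WT in limma, with p-values adjusted by Benjamini-Hochberg over all of these genes. In the common-variance fit, the spread of every gene is drawn toward a single value. In the trended fit, it is drawn toward the spread of genes with similar signal. Both fits were set before the data were examined, the first as the main one and the second as an alternative to it. The median standard deviation of log2 values within a genotype was 1.30 in the tenth of genes with the lowest signal and 0.14 in the tenth with the highest. Genes were also grouped in 43 lists of pathways, cell type markers and genes the study names, 1 of which holds Ncoa2 alone, and each list was tested as a set with camera, which compares its members with all other genes. None of the list shifts held at an adjusted p under 0.05 when camera estimated the correlation between members, and that p is given beside each shift as the value with an estimated correlation. The number of arrays limits the precision of every value.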

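Ncoa2, the gene that encodes SRC-2, fell in the SRC-2 KO hearts. The signal of its brightest probeset was 1934 ± 230.5 (SD, n = 4) in WT and 249.8 ± 16.2 (SD, n = 4) in KO hearts, a log2 fold change of −2.95 (standard error 0.12, adjusted p = 5.8e-04 in the common-variance fit and 9.2e-08 in the trended fit). A second probeset of Ncoa2 had a mean signal of 189 in WT hearts and one of 40.0, near background, in KO hearts, and its 4 KO values lay below its 4 WT values (exact permutation test, two-sided, p = 0.0286, the smallest that 4 hearts against 4 allow). The remaining probesets, both dimmer, did not pass, with log2 fold changes of −0.28 and 0.67 (exact permutation p = 0.8 and p = 0.143), and the mean of all the probesets had one of −1.30 (adjusted p = 0.478). In the common-variance fit 3 genes passed toward lower and 1 toward higher values, and for those other than Ncoa2 the signal of at least 1 genotype lay under 50, near background, so the size of the change is uncertain. Iyd, which encodes an enzyme that recovers iodide from iodotyrosines, had signals of 85.7 ± 21.8 (SD, n = 4) in WT and 7.09 ± 2.43 in KO hearts (log2 fold change −3.61, standard error 0.27, adjusted p = 0.0202). Il10ra, a chain of the interleukin 10 receptor, had 80.6 ± 26.1 and 4.76 ± 1.94 (log2 fold change −4.10, standard error 0.37, adjusted p = 0.0365), and its other probesets lie near background as well, so they do not test it. Bdkrb2, the bradykinin B2 receptor, had 5.00 ± 1.36 and 47.0 ± 16.2 (log2 fold change 3.21, standard error 0.29, adjusted p = 0.0365). With signals under 50 set to 50, a setting chosen after the values were seen, the log2 fold changes of Iyd, Il10ra and Bdkrb2 were −0.74, −0.67 and 0.13 (adjusted p = 0.235, 0.325 and 0.712). Ncoa2 passed without each of the hearts in turn (largest adjusted p = 0.00838), Iyd passed only without WT replicate 4 or KO replicate 1, and Il10ra and Bdkrb2 passed in none of these fits, which called 1 or 2 lower genes and at most 1 higher gene.
In the trended fit 22 genes were higher and 46 lower in KO hearts, and 3 of the 4 genes above were among them. The higher genes include Itga9, an integrin chain that binds matrix proteins (484.5 ± 84.0 in WT and 1220 ± 238 in KO hearts, log2 fold change 1.33, adjusted p = 0.0085), Gstm2, a glutathione S-transferase (log2 fold change 0.94, adjusted p = 0.0085), and Irx2, a homeobox factor (log2 fold change 1.27, adjusted p = 0.0391). Averaged over all of its probesets, Itga9 had a log2 fold change of −0.20, a sign set by a probeset near background (mean log2 signal 3.80, log2 fold change −1.90, standard error 0.67), and its second brightest probeset (mean log2 signal 7.25) did not show the rise (−0.01, standard error 0.31). Other higher genes were Lonp1, a mitochondrial protease (log2 fold change 0.72), Slc25a22, a glutamate carrier (0.96), Adhfe1, a dehydrogenase whose gene lies within 10 Mb of Ncoa2 (0.78), and Kyat3, an aminotransferase (0.79). Thrsp, a regulator of lipid synthesis, had a log2 fold change of 0.94, Tef, a clock output factor, one of 0.67, Stk40, a kinase, one of 0.67, and Cyp1a1, a dim monooxygenase gene, one of 4.34 (adjusted p = 0.0416), which is 1.33 with signals under 50 set to 50. Among the lower genes, Angptl4, an inhibitor of lipoprotein lipase, fell from a signal of 2116 ± 964 to 499 ± 189 (log2 fold change −2.06, adjusted p = 0.0153), read by a probeset marked for cross-hybridisation; its other probeset lies near background. Cilp2, a cartilage matrix protein, had a log2 fold change of −3.65 (−2.84 with signals under 50 set to 50), Fgf12, a growth factor homologue that binds sodium channels, one of −2.63, and Tnni2, the troponin I of fast skeletal muscle, one of −2.10. The neuronal surface proteins Lingo1 and Opcml and the vesicle protein Tmem163 were lower as well (log2 fold changes −2.52, −2.05 and −3.37), as was the sulfotransferase Sult2a8 (−3.73). Set to a floor of 50, Lingo1 and Sult2a8 had −1.63 and −1.49. The other probeset of Lingo1 did not show the fall (mean log2 signal 5.56 against 6.02, log2 fold change 0.45, standard error 0.53). That of Opcml showed a smaller one (mean log2 signal 6.83 against 6.98, log2 fold change −0.78, standard error 0.26). Lower genes other than Ncoa2 and the atrial markers numbered 41. Of these, 10 had their highest KO signal in replicate 1 and their lowest in replicate 3, where chance gives 3.42. The atrial markers Sln, Myl7 and Myl4 had this order too, a comparison made after the values were seen. The 10 include Fgf12, Tmem163, Cilp2, Opcml and Pdk4, so these may not be separate from the atrial markers. For Pdk4 this holds among the KO hearts only, since its highest WT signal was in replicate 4, where Sln, Myl7 and Myl4 were lowest. Of the 68 genes that passed, 4, all of them lower in KO hearts, are among the 13 measured markers of atrial myocytes (Fisher's exact test, p = 1.2e-07, adjusted p = 2.7e-06 over the lists). That test takes genes as independent, which these markers are not (estimated correlation 0.53), so its p is likely too small. The trended fit called 2 higher and 3 lower genes without WT replicate 2, and 104 higher and 216 lower genes without KO replicate 4. With signals under 50 set to 50 it called 0 higher and 2 lower genes. Higher genes with every signal above 50 lost their calls too, such as Gstm2 (1876 to 5023) and Itga9 (414 to 1478). The drop therefore does not show that background set the 68 calls. With signals under 50 set to 50, Lingo1 still passed (adjusted p = 0.0133), but its 4 KO signals (15.5 to 46.8) all became 50, which took away their spread. Cyp1a1, Cilp2 and Sult2a8 did not pass (adjusted p = 0.412, 0.107 and 0.213).

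**Figure D1:**
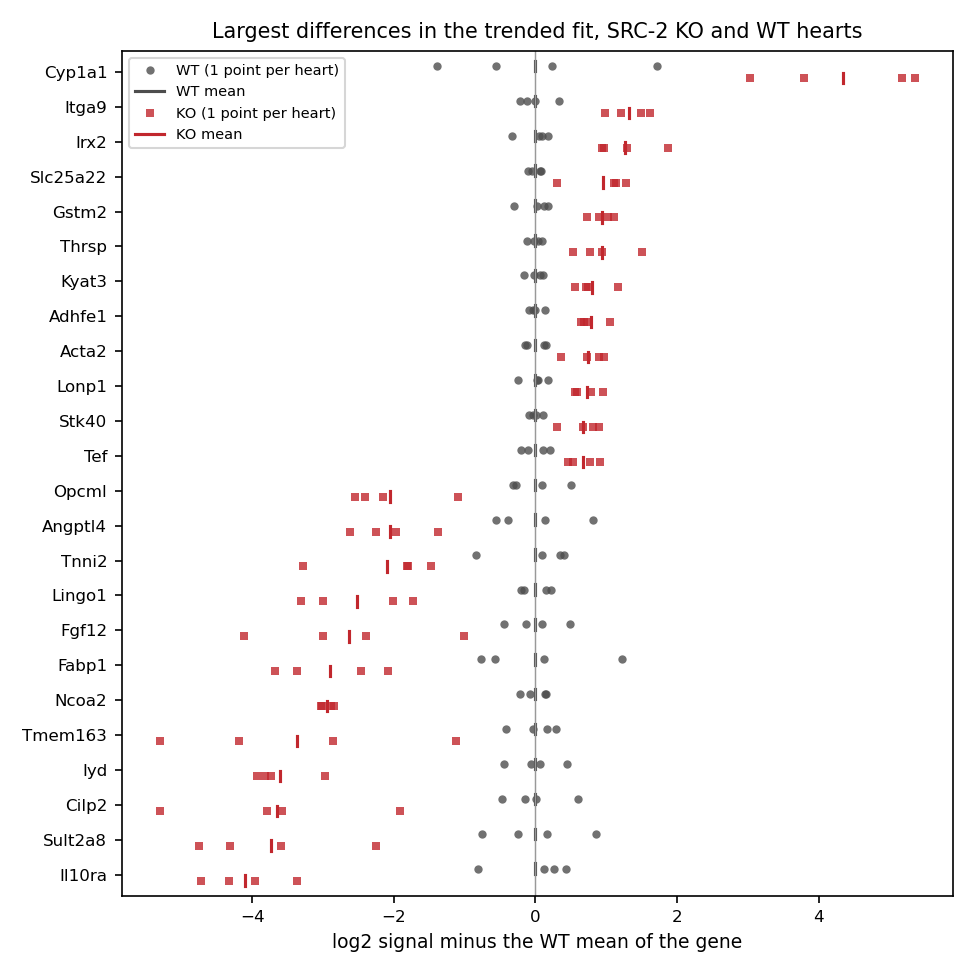
log2 signal of each heart minus the mean of the WT hearts, for the 12 genes with the largest change each way among those that passed in the trended fit. For 6 of them the mean signal of 1 genotype lies under 50. Points are hearts, circles WT (n = 4) and squares SRC-2 KO (n = 4), vertical bars are group means, and for each gene the 4 KO hearts lie on 1 side of the 4 WT hearts.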

Analysis revealed distinct gene expression sets that are either up or down regulated in hearts lacking SRC-2. Pathway analysis of altered genes revealed changes in genes involved in many aspects of cardiac function including cell-cell interactions, metabolism, and cell structure, several of which are subject to extensive transcriptional modification during the cardiac stress response (Table S2).

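Several lists for metabolism, that for the extracellular matrix and those for several cell types shifted in the SRC-2 KO hearts, and the lists for triglyceride storage, PPARα targets and cell-cell junctions did not. Of the 43 lists, 17 passed camera at an adjusted p under 0.05, 9 toward higher and 8 toward lower values in KO hearts, and 1 of the 8 is Ncoa2 alone. Genes of the extracellular matrix fell as a list: 26 of 27 had lower values in KO hearts, with a median log2 fold change of −0.59 (adjusted p = 4.8e-09, and adjusted p = 0.484 with an estimated correlation). This list did not pass with fry (adjusted p = 0.157) or as a mean per heart (exact permutation test, p = 0.0857). That mean was 0.52 lower in KO hearts (standard error 0.20), and 0.35 lower (standard error 0.37) with the atrial share of each heart in the model, a test chosen after the values were seen. Single members did not pass over all genes in either fit, and adjusted over the list alone 0 passed in the common-variance fit and 19 were lower in the trended fit. The collagen gene Col3a1 had a signal of 31805 ± 8198 (SD, n = 4) in WT and 16811 ± 5796 in KO hearts (log2 fold change −0.95, adjusted p = 0.399 in the common-variance and 0.100 in the trended fit). The matrix genes Sparc, Col8a1 and Eln had log2 fold changes of −0.87, −0.80 and −1.29 (adjusted p = 0.0996, 0.0937 and 0.0863 in the trended fit). Markers of fibroblasts, the cells that make much of the matrix, moved with it, and all 12 had lower values (median log2 fold change −0.56, adjusted p = 3.4e-04, and adjusted p = 0.538 with an estimated correlation), though some of them are collagens of the matrix list. Markers of atrial myocytes, the muscle cells of the atria, shifted the same way in these hearts, with a median log2 fold change of −1.50 over 13 genes (adjusted p = 3.5e-08, and adjusted p = 0.369 with an estimated correlation; fry adjusted p = 0.0730; as a mean per heart, exact permutation p = 0.0286).
Of 24 genes of cell-cell junctions, 12 had higher and 12 had lower values in KO hearts (median log2 fold change −0.03, adjusted p = 0.454). Dsc2, a desmosomal cadherin of cardiac muscle, fell in the trended fit, from 2421 ± 153 to 1580 ± 137 (SD, n = 4; log2 fold change −0.62, standard error 0.11, adjusted p = 0.0172, and 0.252 in the common-variance fit). When adjusted over the list alone, 1 junction gene, Dsc2, was lower in the common-variance fit and 2, Dsc2 and Cldn5, in the trended fit. The endothelial junction genes Cldn5 and Cdh5 had log2 fold changes of −0.86 and −0.39 (adjusted p = 0.0713 and 0.255 in the trended fit).

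**Figure D2:**
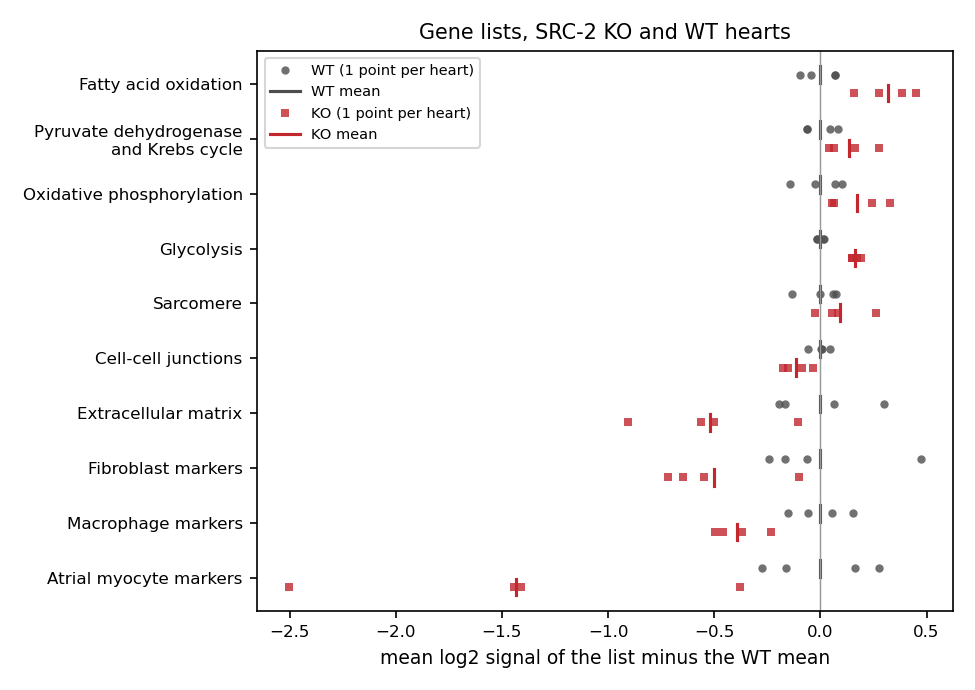
Mean log2 signal of each list per heart, minus the mean of the WT hearts, for 10 of the lists. Points are hearts, circles WT (n = 4) and squares SRC-2 KO (n = 4), and vertical bars are group means. The KO hearts lie above every WT heart for fatty acid oxidation and glycolysis and below every WT heart for macrophage and atrial myocyte markers, and the groups overlap for the other lists.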

**Figure 1:**
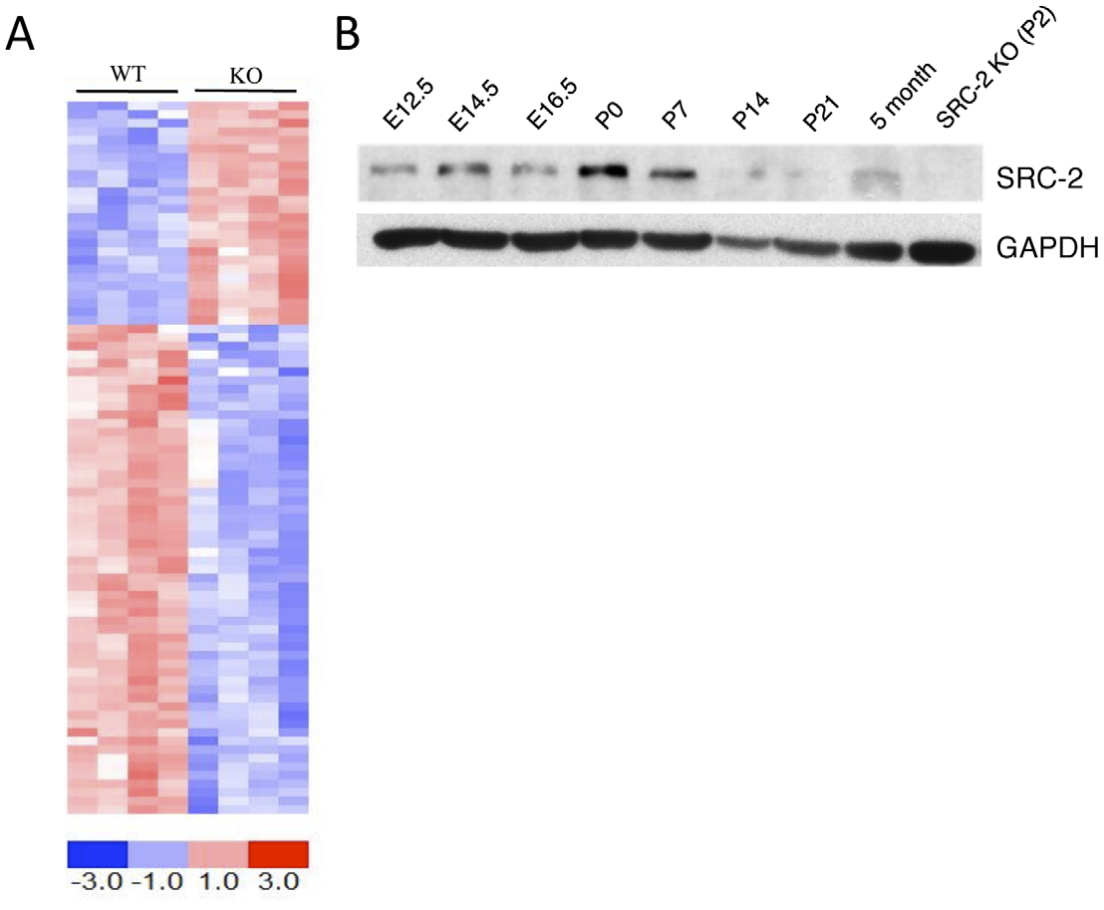
Loss of SRC-2 results in extensive gene expression changes in the heart. *A*, Heatmap and list of genes significantly up and downregulated in WT and SRC-2 KO hearts at FDR<0.05. Each column represents RNA isolated from an individual mouse (WT n = 4, KO n = 4). Rows correspond to gene IDs as listed in Supplemental Table 1. *B*, Immunoblot for SRC-2 in heart tissue lysates made from mouse hearts harvested at the indicated ages of development. GAPDH is used as a loading control.

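The genotypes lay apart on the first principal component of the 8 arrays, and many genes differed a little. Components and correlations between arrays were taken over the genes above the median signal. The first principal component held 36.4% of the variance and separated the genotypes, with scores of −20.9 to −8.50 in WT and −0.45 to 24.9 in KO hearts (exact permutation test, two-sided, p = 0.0286). The second and the third held 14.7% and 12.5% and did not separate them (exact permutation p = 0.886 and p = 0.686). The separation does not show whether genotype itself or another difference between the groups sets the first component. The 4 KO values lay above the 4 WT values for 566 genes and below them for 677, together 6.83% of the genes, where chance gives 2.86%. Arrays of 1 genotype correlated across these brighter genes with a mean r of 0.980 in WT and 0.976 in KO hearts. KO replicate 4 lay nearest to the WT hearts: its mean r was 0.975 with the other KO arrays and 0.976 with the WT arrays. Its Ncoa2 signal of 235 was nonetheless that of a KO heart, since the KO arrays ranged up to 267 and the WT arrays started at 1660. The 3′ to 5′ difference of the Gapdh control probesets, a measure of RNA degradation, was −0.05 ± 0.06 (SD, n = 4) in WT and −0.10 ± 0.04 in KO arrays. That of the actin control probesets moved the other way, with 1.34 ± 0.03 in WT and 1.43 ± 0.07 in KO arrays. Neither separated the genotypes (exact permutation p = 0.171 and p = 0.114).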

### Ablation of SRC-2 Results in a Cardiac Metabolic Profile Favoring Glycolysis

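Genes of mitochondrial fuel use had higher values in the SRC-2 KO hearts. Of 23 measured genes of fatty acid oxidation, 22 had higher values in KO hearts, with a median log2 fold change of 0.34, and for 17 of them the 4 KO hearts lay above the 4 WT hearts. The list rose (adjusted p = 2.7e-12 in camera, adjusted p = 0.361 with an estimated correlation), also when tested on its own with fry (adjusted p = 0.0406) and as a mean per heart (exact permutation test, p = 0.0286). Single members did not pass over all genes in either fit, and adjusted over the list alone 13 were higher in the common-variance fit, and 17 higher and 1 lower in the trended fit. Hadh, which encodes a dehydrogenase of this pathway, had a signal of 41259 ± 4059 (SD, n = 4) in WT and 56682 ± 6851 in KO hearts (log2 fold change 0.46, standard error 0.13, adjusted p = 0.397 and 0.147 in the common-variance and trended fits). Decr1, a reductase for unsaturated fatty acids, had a log2 fold change of 0.45 (adjusted p = 0.399 and 0.106) and Acadvl, the very long chain acyl-CoA dehydrogenase, one of 0.37 (adjusted p = 0.399 and 0.137).
Of 69 genes of oxidative phosphorylation, 66 had higher values in KO hearts, with a median of 0.20 (adjusted p = 4.9e-12 in camera, adjusted p = 0.538 with an estimated correlation). This list did not pass with fry (adjusted p = 0.234) or as a mean per heart (exact permutation p = 0.171). That mean was 0.17 higher in KO hearts (standard error 0.09), and 0.36 higher (standard error 0.13) with the atrial share of each heart in the model, a test chosen after the values were seen. KO replicate 1, the KO heart with the largest atrial share, also had the highest list mean (0.33), so the larger value may rest on that heart. No member passed in either fit, over all genes or adjusted over the list alone. The complex I genes Ndufa12 and Ndufa8 had log2 fold changes of 0.70 and 0.37 (adjusted p = 0.118 and 0.189 in the trended fit). After quantile normalization of the arrays the median was 0.03 and the list did not pass (adjusted p = 0.101), so the size of this shift depends on how the arrays are scaled. Of 27 genes of pyruvate dehydrogenase and the Krebs cycle, 24 had higher values (median 0.24, adjusted p = 7.3e-07 in camera, adjusted p = 0.484 with an estimated correlation), and this list did not pass with fry (adjusted p = 0.0730) or per heart (exact permutation p = 0.143), where the mean was 0.14 higher (standard error 0.07), and 0.28 higher (standard error 0.09) with the atrial share in the model. Of these, adjusted over the list alone, 0 passed in the common-variance fit, and 7 were higher and 1, Pdk4, lower in the trended fit. Suclg2, a subunit of succinyl-CoA ligase, had a log2 fold change of 0.41 (adjusted p = 0.349 and 0.0713). Dlst, of the oxoglutarate dehydrogenase complex, had one of 0.28 (adjusted p = 0.448 and 0.184), and another bright probeset of this gene had the opposite sign. KO replicate 1 had the highest mean of the Krebs cycle list as well (0.28), so its larger shift with the atrial share may rest on that heart too.
Targets of PPARα and fasting did not shift as a list (16 genes, median 0.11, mean −0.17, adjusted p = 0.929), but 3 of them fell in the trended fit: Angptl4, Pdk4 and Ucp3, a mitochondrial uncoupling protein (1219 ± 190 in WT and 582 ± 112 in KO hearts, SD, n = 4; log2 fold change −1.07, standard error 0.18, adjusted p = 0.0153, and 0.220 in the common-variance fit). In the common-variance fit 2 targets, Mlycd and Slc25a20, were higher and these 3 lower when adjusted over the list alone, and in the trended fit 4 were higher and 4 lower. Mlycd, malonyl-CoA decarboxylase, had a log2 fold change of 0.34 (adjusted p = 0.402 and 0.122) and Slc25a20, the mitochondrial carnitine carrier, one of 0.42 (adjusted p = 0.402 and 0.118). Triglyceride storage genes did not shift (19 genes, median 0.10, adjusted p = 0.192), and adjusted over the list alone 0 passed in the common-variance fit and 1, the lipid droplet gene Plin5, was higher in the trended fit (log2 fold change 0.52, adjusted p = 0.0771 over all genes). In the same hearts Sln, sarcolipin, an abundant transcript of the atria, had a log2 fold change of −3.15 (standard error 1.14, adjusted p = 0.454 and 0.149), with signals of 34203 ± 9452 in WT and 7941 ± 8959 in KO hearts.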

Coupled with the ability of SRC-2 to regulate glucose and fatty acid metabolism in other tissues [28], [29], [30], [31], and the identification of several metabolic pathways that are enriched from loss of SRC-2, we hypothesized that SRC-2 may be a regulator of cardiac metabolism. 

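Glycolytic genes had modestly higher values in the SRC-2 KO hearts. Of them only the insulin-responsive glucose transporter passed over all genes, in the trended fit. Slc2a4 (GLUT4) had a signal of 6747 ± 517 (SD, n = 4) in WT and 9449 ± 602 in KO hearts, and it rose in the trended fit (log2 fold change 0.49, standard error 0.11, adjusted p = 0.0368), where the common-variance fit gave an adjusted p of 0.309. With 1 array left out in turn, Slc2a4 passed in the trended fit only without KO replicate 4. It did not pass when probesets were counted in that fit. Slc2a1 (GLUT1) had a log2 fold change of 0.51, from 714 ± 145 to 1009 ± 148 (adjusted p = 0.468 in the common-variance and 0.203 in the trended fit). Fbp2, the muscle fructose bisphosphatase, which runs the pathway in reverse, had signals of 797 ± 84.4 and 1368 ± 399.5 (log2 fold change 0.75, adjusted p = 0.385 and 0.0869). Ldhd, the lactate dehydrogenase for D-lactate, had signals of 477 ± 55.4 and 627.5 ± 81.0 (log2 fold change 0.39, adjusted p = 0.454 and 0.261). Pkm, which encodes muscle pyruvate kinase, had a log2 fold change of 0.43 (adjusted p = 0.430 and 0.139), and Ldhb, the lactate dehydrogenase chain of the heart, one of 0.28 (adjusted p = 0.468 and 0.274).
Of 21 measured genes of glycolysis and glucose uptake, 17 had higher values in KO hearts (median log2 fold change 0.17). The list rose in camera (adjusted p = 1.7e-04, adjusted p = 0.268 with an estimated correlation), in fry (adjusted p = 0.00819) and as a mean per heart (exact permutation test, p = 0.0286). Over all genes 0 members passed in the common-variance fit and 1, Slc2a4, in the trended fit, and adjusted over the list alone 1 and 4 were higher, the 4 being Slc2a4, Slc2a1, Pkm and the mutase gene Pgam1 (log2 fold change 0.28, adjusted p = 0.210). The 7 measured genes of Figure 2A had a median of 0.43 (adjusted p = 7.2e-04, adjusted p = 0.268 with an estimated correlation). Of these, 6 adjusted over the list alone were higher and 1 was lower in each fit, but the study took most of them from these arrays, so this is not independent evidence. In the same hearts the mean signal of the atrial markers Sln, Myl7 and Myl4 was 31.6% of the WT mean. With this share of each heart in the model, a test chosen after the values were seen, the mean of the glycolysis list was 0.15 higher in KO hearts (standard error 0.02), against 0.17 (standard error 0.01) without it.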

Several key glycolytic enzymes were up regulated from loss of SRC-2 in the microarray analysis. These results were confirmed through targeted gene expression analysis along with several other glycolytic regulators, suggesting that loss of SRC-2 leads to a metabolic phenotype mimicking that of a pressure overload-induced stressed heart (Figure 2A). In accordance with this phenotype, we also observed decreased expression of several of the major regulatory genes of fatty acid uptake, processing and storage, and breakdown (Figure 2B) and of several enzymes in both the Krebs cycle and oxidative phosphorylation pathways (Figure 2C). Increased lactate levels in the SRC-2 KO hearts support these gene expression changes (Figure 2D). Interestingly, immunoblot analyses show that SRC-2 expression peaks during the first week of life (Figure 1B), the period of development that coincides with the metabolic shift of the heart from the primary use of glucose to that of fatty acids for fuel [9].

**Figure 2:**
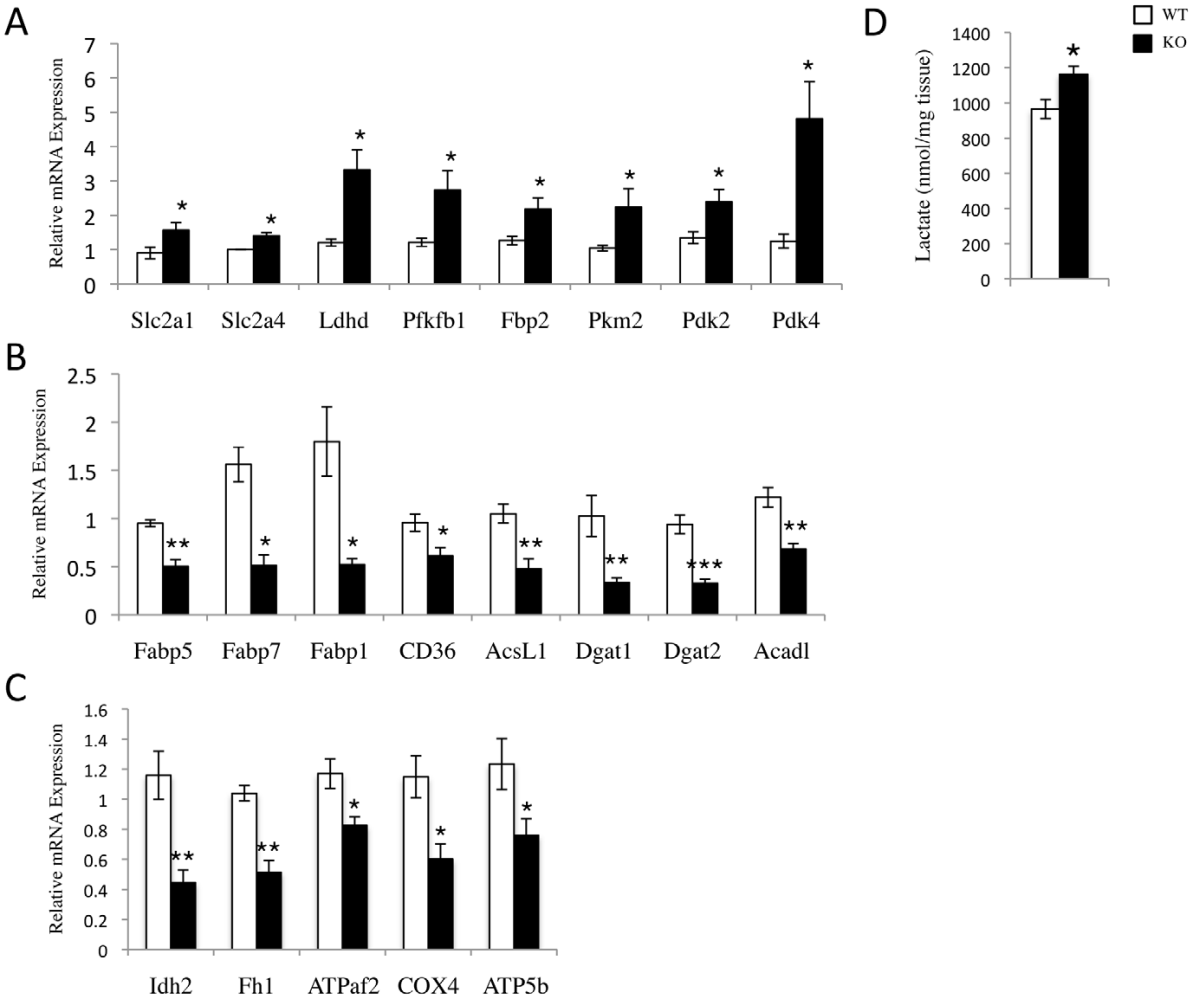
Ablation of SRC-2 in the mouse mimics the metabolic gene expression of a stressed heart. *A*–*C*, Quantitative PCR analysis (qPCR) of gene expression of the indicated gene involved in glycolytic (*A*), fatty acid (*B*), and Krebs cycle and oxidative phosphorylation (*C*), metabolic pathways. RNA was isolated from WT and SRC-2 KO hearts (n = 5). Individual gene expression is analyzed by ΔΔCt method with 18S RNA expression used as a normalizer and expression relative to WT. *D*, Lactate levels in WT and SRC-2 KO mouse heart tissue lysates. * = p≤0.05, ** = p≤0.01, and *** = p≤0.001. (Slc2a1- facilitated glucose transporter member 1 (GLUT1)^#^, Slc2a4- facilitated glucose transporter member 4 (GLUT4)^#^, Ldhd- lactate hydrogenase isoform d^#^, Pfkfb1- 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 1^#^, Fbp2- fructose 1,6-bisphophatase 2^#^, Pkm2- pyruvate kinase, muscle, Pdk2 and 4- pyruvate dehydrogenase kinase 2^#^ and 4^#^, Fabp5, 7, and 1- fatty acid binding proteins 5^#^, 7^#^, and 1^#^, CD36- fatty acid transporter, AcsL1- acyl-CoA synthetase long-chain 1; Dgat 1 and 2- diacylglycerol O-acyltransferase 1 and 2, Acadl- long chain acyl-Coenzyme A dehydrogenase, Idh2- isocitrate dehydrogenase 2, Fh1- fumarate hydratase 1, ATPaf2- ATP synthase mitochondrial F1 complex assembly factor 2, COX4- cytochrome c oxidase subunit IV isoform 1, ATP5b- ATP synthase F1β subunit). A # indicates a gene identified in the microarray.

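Among the genes marked in Figure 2, those of fatty acid transport had lower values in the SRC-2 KO hearts and the pyruvate dehydrogenase kinases went in opposite directions. Fabp1, the fatty acid binding protein of liver and intestine, fell in the trended fit, from a signal of 1309 ± 901 (SD, n = 4) in WT to 165 ± 82.0 in KO hearts (log2 fold change −2.90, standard error 0.53, adjusted p = 0.0154, and 0.256 in the common-variance fit). Fabp5 and Fabp7 had log2 fold changes of −0.56 (adjusted p = 0.476 and 0.185 in the common-variance and trended fits) and −0.48 (adjusted p = 0.623 and 0.573). Pdk4, a kinase that shuts off pyruvate dehydrogenase when fat is the fuel, fell in the trended fit, from 25566 ± 3491 to 12566 ± 4534 (log2 fold change −1.08, standard error 0.25, adjusted p = 0.0368, and 0.334 in the common-variance fit). Its KO signals were highest in replicate 1 and lowest in replicate 3, as were those of the atrial markers. The WT hearts did not follow those markers. The highest WT signal of Pdk4, 29360, was in replicate 4, where the mean of Sln, Myl7 and Myl4 was lowest (71.1% of the WT mean). KO replicate 1, with 78.0%, had a Pdk4 signal of 18994, below every WT heart. Pdk2, another kinase of this enzyme, had signals of 2055 ± 246 and 2633 ± 319 (log2 fold change 0.36, adjusted p = 0.472 and 0.189). Of 13 measured genes that the figures mark as identified on the arrays, 0 passed over all genes in the common-variance fit, and 2 rose and 4 fell in the trended fit. In both fits 7 were higher and 5 lower when adjusted over the list alone, but the study chose these genes on these samples, so that count is not independent evidence. Their median log2 fold change was 0.36 and their mean −0.25 (adjusted p = 0.624 in camera). The 7 measured fatty acid genes of Figure 2B, some of them chosen in the same way, had a median of 0.05 and a mean of −0.44 (adjusted p = 0.960 in camera). Their mean per heart was −0.63 to −0.32 in KO and −0.22 to 0.24 in WT hearts (exact permutation test, p = 0.0286). Fabp1, at −2.90, weighs most in that mean, since the other genes lay between −0.56 and 0.32. The list did not pass with fry (adjusted p = 0.730). Fabp1 was lower when adjusted over the list alone in the common-variance fit, and in the trended fit Fabp1 and Fabp5 were lower and Cd36 higher. From the higher glycolytic enzymes on the arrays, together with its targeted analysis, the paper proposes that loss of SRC-2 leads to a metabolic phenotype like that of a heart under pressure overload (Figure 2A).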

### The Metabolic Gene Profile Switch is Accompanied by Sarcomeric and Stress Response Gene Expression Changes in the SRC-2 KO Heart

Metabolic changes mimicking a stressed heart may also reflect changes in other cardiac pathways that respond transcriptionally to stress. We analyzed expression of several sarcomeric genes in the WT and SRC-2 KO hearts that were either identified in the microarray analysis or are commonly regulated during stress. 

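Of the sarcomeric and cytoskeletal genes that the study took from the arrays, smooth muscle actin rose and a tubulin polymerization factor fell in the SRC-2 KO hearts. Acta2, the smooth muscle actin that is also made by the fetal and the stressed heart, had a signal of 21179 ± 2192 (SD, n = 4) in WT and 35604 ± 6305 in KO hearts. It rose in the trended fit (log2 fold change 0.74, standard error 0.16, adjusted p = 0.0423, and 0.314 in the common-variance fit). Tppp3, which promotes tubulin polymerization, fell in the trended fit, from 1493 ± 273 to 785 ± 175 (log2 fold change −0.93, standard error 0.20, adjusted p = 0.0368, and 0.311 in the common-variance fit). Its signal in KO replicate 4, 1048, lay apart from those of the other KO hearts. With 1 array left out in turn, Acta2 passed in the trended fit only without KO replicate 2 or KO replicate 4. Tppp3 passed there only without WT replicate 4 or KO replicate 4. Tuba8, an alpha tubulin of muscle, had signals of 4848 ± 806 and 6852 ± 1102 (log2 fold change 0.50, adjusted p = 0.437 and 0.143).
Of 28 measured sarcomere genes, 24 had higher values in KO hearts, by a median log2 fold change of 0.15 (adjusted p = 0.00427 in camera, adjusted p = 0.561 with an estimated correlation). This list did not pass with fry (adjusted p = 0.350) or as a mean per heart (exact permutation p = 0.343). That mean was 0.09 higher in KO hearts (standard error 0.08), and 0.30 higher (standard error 0.09) with the atrial share of each heart in the model, a test chosen after the values were seen. KO replicate 1 had the largest atrial share of the KO hearts (78.0%, the next 28.3%) and also the highest list mean (0.26). The larger value may rest on that heart and does not show a larger effect in the ventricle. No member passed in either fit, over all genes or adjusted over the list alone. Myom1, myomesin of the M line, had a log2 fold change of 0.40 (adjusted p = 0.450 and 0.172), and Des, desmin, one of 0.35 (adjusted p = 0.479 and 0.212). The sarcomere list did not pass without WT replicate 4 (adjusted p = 0.0570), without KO replicate 1 (adjusted p = 0.0787), with the mean of all probesets or after quantile normalization, where its median was 0. In these hearts Myl4, the atrial essential light chain, had a log2 fold change of −2.12 (standard error 0.87, adjusted p = 0.487 and 0.194).
Tubulins and other cytoskeletal genes had a median log2 fold change of −0.16 over 20 genes (adjusted p = 0.0873), with Tppp3 the only member that passed over all genes in the trended fit. It was also the only one lower in the common-variance fit when adjusted over the list alone, and in the trended fit Tuba8 was then higher and Tmsb10, a thymosin, lower (log2 fold change −0.74, −0.75 and −0.82 in its next brightest probesets, and 0.31 with a standard error of 0.69 in a further one). The list passed toward lower values in the trended fit (adjusted p = 0.0348, adjusted p = 0.532 with an estimated correlation), after quantile normalization (adjusted p = 0.00799), without KO replicate 1 (adjusted p = 0.0439) and without KO replicate 4 (adjusted p = 0.0176). Fetal and stress genes did not shift as a list (14 genes, median −0.13, adjusted p = 0.651). Acta2 was higher in both fits when adjusted over the list alone, and in the trended fit Fhl1 was then higher (log2 fold change 0.37; its other probeset lies near background) and skeletal actin, Acta1, lower (log2 fold change −1.37, adjusted p = 0.203 over all genes). Smooth muscle markers did not shift either (10 genes, median −0.11 with a camera direction toward higher values, adjusted p = 0.612), and Acta2 was the only one that passed over all genes in the trended fit. Adjusted over the list alone, Acta2 was higher in both fits, and Des in the trended fit.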

Similar to that of a stressed heart, we observed major changes in the sarcomeric gene expression profile including major actin isoforms (*Actc1 and Acta2*), myosin heavy chain isoforms (decreased *Myh6,* increased *Myh7*), myosin light chain isoforms (*Mlc2*), tubulin isoforms (*Tuba8*), and tubulin-polymerization effector (*Tppp3*) alterations (Figure 3A). Furthermore, SRC-2 KO hearts have increased expression of *c-myc*, *ANF*, and decreased *Serca2*, which all are altered similarly during heart stress (Figure 3B).

**Figure 3:**
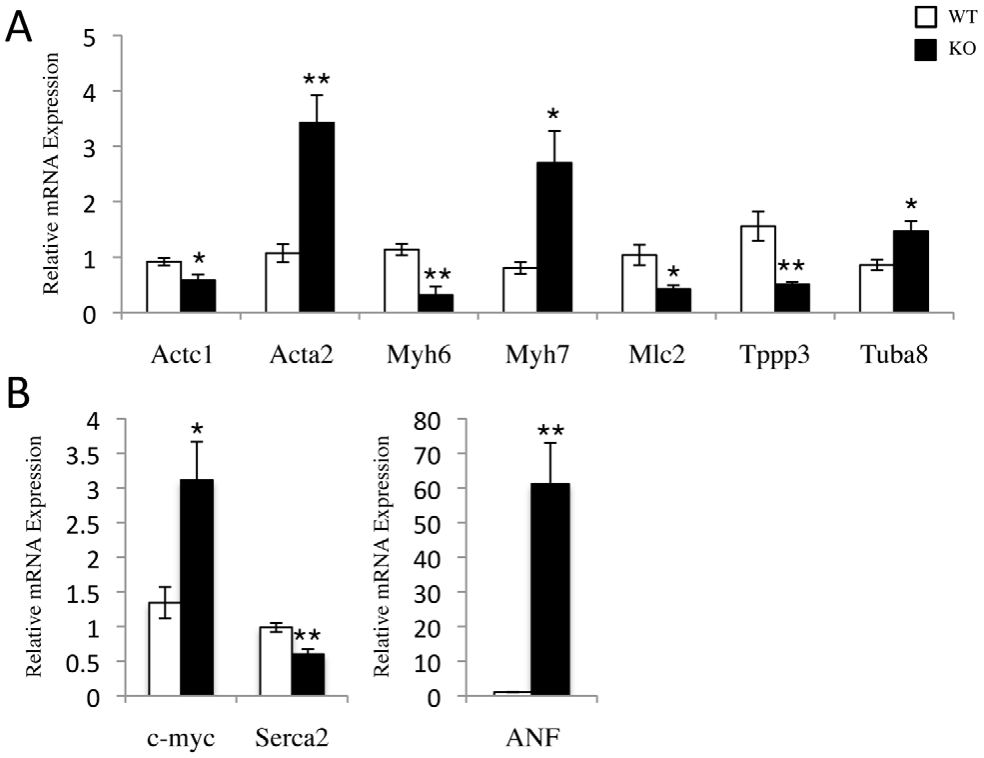
Shifts in sarcomeric and stress response gene expression profiles of SRC-2 KO. *A–B*, qPCR analysis of the indicated actin, myosin, and tubulin isoforms (*A*), and cardiac stress response (*B*) genes. RNA was isolated from WT and SRC-2 KO hearts (n = 5). Individual gene expression is analyzed by ΔΔCt method with 18S RNA expression used as a normalizer and expression relative to WT. * = p≤0.05 and ** = p≤0.01. (Actc1- cardiac actin, Acta2- smooth muscle actin^#^, Myh-myosin heavy chain 6 and 7, Mlc- myosin light chain (Myl2v), Tppp3- tubulin polymerization promoting protein family member 3^#^, Tuba8- tubulin, alpha 8^#^, c-myc- myelocytometosis oncogene, ANF- atrial natiuretic factor, Serca 2- cardiac muscle Ca+2 transporting ATPase). A # indicates a gene identified in the microarray.

### Expression of Several Key Transcription Factors is Altered SRC-2 KO Hearts

All of the gene expression changes in the developing and/or stressed heart are accompanied by changes in transcription factor activity and/or expression. As a transcriptional coactivator, we hypothesized that SRC-2 may be acting in concert with or to regulate expression of one or many of these factors. Targeted gene expression analysis uncovered a widespread down regulation of many cardiac transcription factors and coregulators including metabolic modulators PPARα and γ and PGC-1α (Figure 4A–B) and structural and signaling modulators SRF, GATA4, GATA6, MEF2c, Hand2, Nkx2.5, Gfat1, and Tbx5 (Figure 4D). Protein expression analyses for at least two of these factors, GATA-4 and MEF2, resemble the gene expression decrease in SRC-2 KO hearts (Figure 4E). Importantly, not all transcription factors showed altered expression, as Sp1, NRF1, Gfat2, and myocardin, and ERRα revealed no changes in gene expression (Figure 4F).

**Figure 4:**
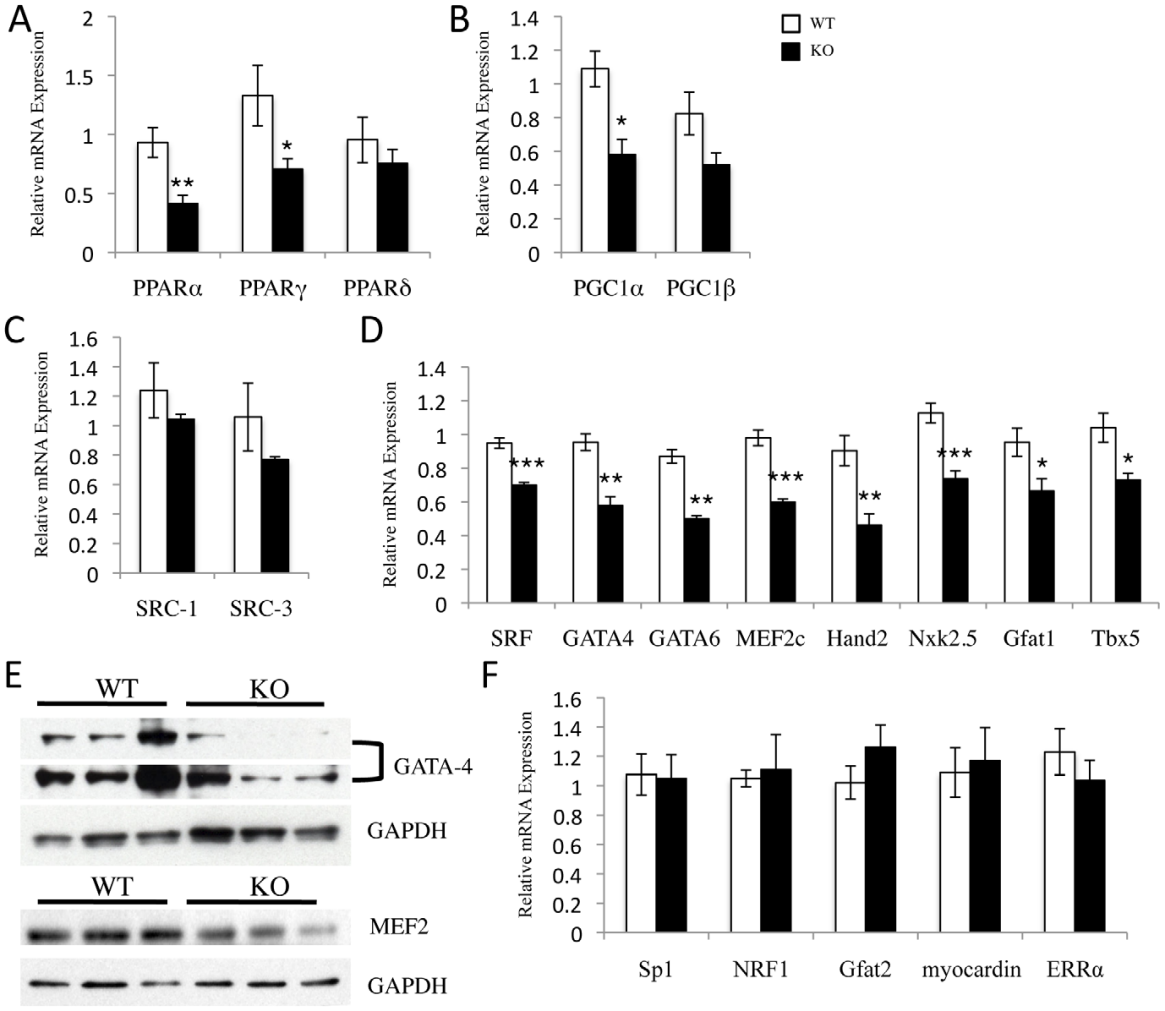
Loss of SRC-2 results in decreased expression of several cardiac transcription factors important for controlling metabolic and sarcomeric gene expression. *A–D and F*, qPCR analysis of the indicated transcription factor and transcription co-activator genes. RNA was isolated from WT and SRC-2 KO hearts (n = 5). Individual gene expression is analyzed by ΔΔCt method with 18S RNA expression used as a normalizer and expression relative to WT.*E*, Immunoblot for GATA-4 and MEF2 protein expression in WT and SRC-2 KO heart tissue lysates (n = 3).* = p≤0.05, ** = p≤0.01, and *** = p≤0.001. (PPAR- peroxisome proliferator activated-receptor α, β/δ, and γ, PGC-1- peroxisome proliferator activated-receptor γ coactivator-1 α and β, SRC- steroid receptor coactivator 1 and 3, SRF- serum response factor, GATA- GATA binding protein 4 and 6, MEF2c- myocyte enhancer factor 2c, Hand 2- heart and neural crest derivatives 2, Nkx2.5- NK2 transcription factor related 5, Gfat- glutamine frustose-6-phosphate transaminase 1 and 2, Tbx5- T-box 5^#^, NRF1- nuclear respiratory factor 1, ERR- estrogen-related receptor α). A # indicates a gene identified in the microarray.

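Tbx5, a T-box factor of the atria and the left ventricle, fell in the SRC-2 KO hearts, together with other genes that the atria express. Its signal was 939 ± 165 (SD, n = 4) in WT and 464 ± 117 in KO hearts, and it passed in the trended fit (log2 fold change −1.03, standard error 0.21, adjusted p = 0.0368, and 0.308 in the common-variance fit). Of 13 measured markers of atrial myocytes, a list that includes Tbx5, 12 had lower values in KO hearts. Of these, 7 were lower in the common-variance fit and 11 in the trended fit when adjusted over the list alone. Over all genes, 0 passed in the common-variance fit and 4 fell in the trended fit: Tbx5, Nr2f2, a nuclear receptor that sets atrial identity (1249 ± 289 and 562 ± 142, log2 fold change −1.16, adjusted p = 0.0368), Stard10, a lipid transfer protein (5011 ± 956 and 1720 ± 893, log2 fold change −1.64, adjusted p = 0.0185), and Pam, an enzyme that amidates peptides (19712 ± 2623 and 7101 ± 3910, log2 fold change −1.63, adjusted p = 0.0368). Myl7, the atrial regulatory light chain, had signals of 54592 ± 10469 and 18771 ± 19241 (log2 fold change −2.36, standard error 0.96, adjusted p = 0.481 and 0.188 in the common-variance and trended fits), so the KO hearts differed widely among themselves. The mean signal of Sln, Myl7 and Myl4, as a percentage of the WT mean, was 99.6, 126, 103 and 71.1 in the 4 WT hearts and 78.0, 28.3, 2.54 and 17.5 in the 4 KO hearts (exact permutation test, two-sided, p = 0.0571).
Of 26 cardiac transcription factors and their coactivators, 16 had higher and 10 had lower values in KO hearts (median log2 fold change 0.10, adjusted p = 0.0873 in camera). The list passed toward higher values in the trended fit (adjusted p = 0.0445, adjusted p = 0.389 with an estimated correlation), and Tbx5, which is lower, was the only one that passed over all genes in the trended fit. It was lower in both fits when adjusted over the list alone, and Ppara was then higher in the trended fit. The 20 factors and coregulators of Figure 4 had a median of 0.02 (adjusted p = 0.616), with 12 above 0. Ppara was higher and Tbx5 lower in each fit when adjusted over this list alone, and Tbx5 was taken by the study from these arrays, so its count is not independent evidence. Coregulators of steroid receptors other than SRC-2 had a median of −0.02 over 11 genes (adjusted p = 0.806), and 0 of them passed over all genes. Nrip1, the corepressor RIP140, was lower in both fits when adjusted over the list alone (1863 ± 219.7 in WT and 1288 ± 116 in KO hearts, log2 fold change −0.53, adjusted p = 0.342 and 0.0684 over all genes).

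**Figure D3:**
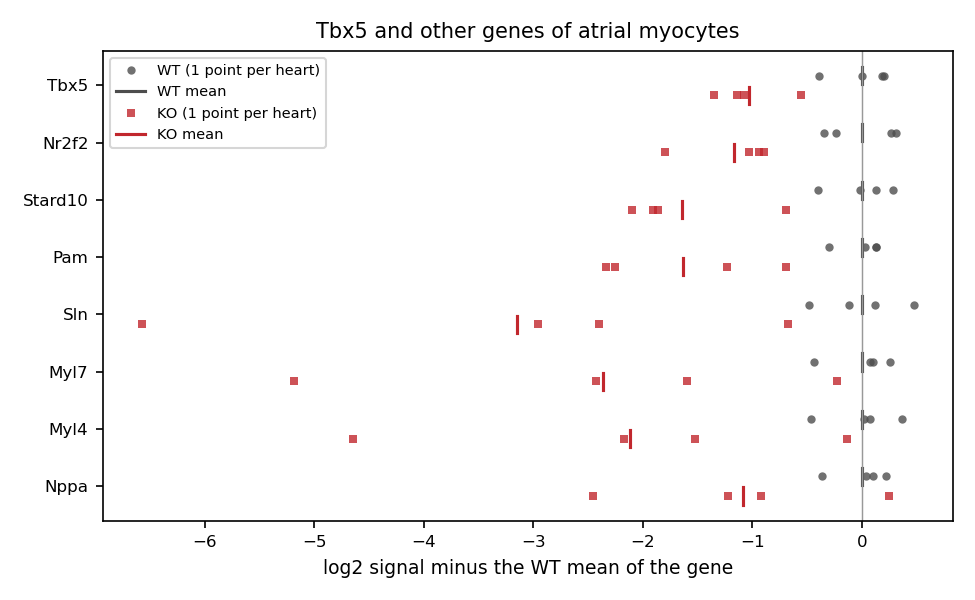
log2 signal of each heart minus the mean of the WT hearts, for Tbx5 and other genes of atrial myocytes. Points are hearts, circles WT (n = 4) and squares SRC-2 KO (n = 4), and vertical bars are group means. For Tbx5, Nr2f2, Stard10, Pam and Sln the KO hearts lie below every WT heart, and for Myl7, Myl4 and Nppa 1 KO heart reaches the WT range.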

Previously, some consequences of loss of SRC-2 have been suggested to possibly result from increased activity by another family member, SRC-1, in skeletal muscle [31]. In order to test this as a possible mechanism in the heart, we analyzed expression of SRC-1 and SRC-3 in SRC-2 KO hearts and observed no significant compensatory increase in their expression (Figure 4D).

### Unstressed SRC-2 KO Animals Show no Detectable Impairment of Cardiac Function

To assess whether the gene expression alterations resulting from SRC-2 loss affect cardiac function, we used echocardiography and cardiac Doppler analyses. We observed no significant change in physical parameters including total heart weight (Figure 5A), left ventricle diameter, or left ventricle wall thickness (Figure 5B and Table S3). Furthermore, there was no observed impairment of contraction based on mean acceleration, peak velocity, and fractional shortening in SRC-2 KO versus WT animals, nor were there any signs of left ventricular dilation in either group (Figure 5C and Table S3). Therefore, despite major changes in the gene expression profile, loss of SRC-2 does not largely affect steady-state cardiac function in the unstressed heart.

**Figure 5:**
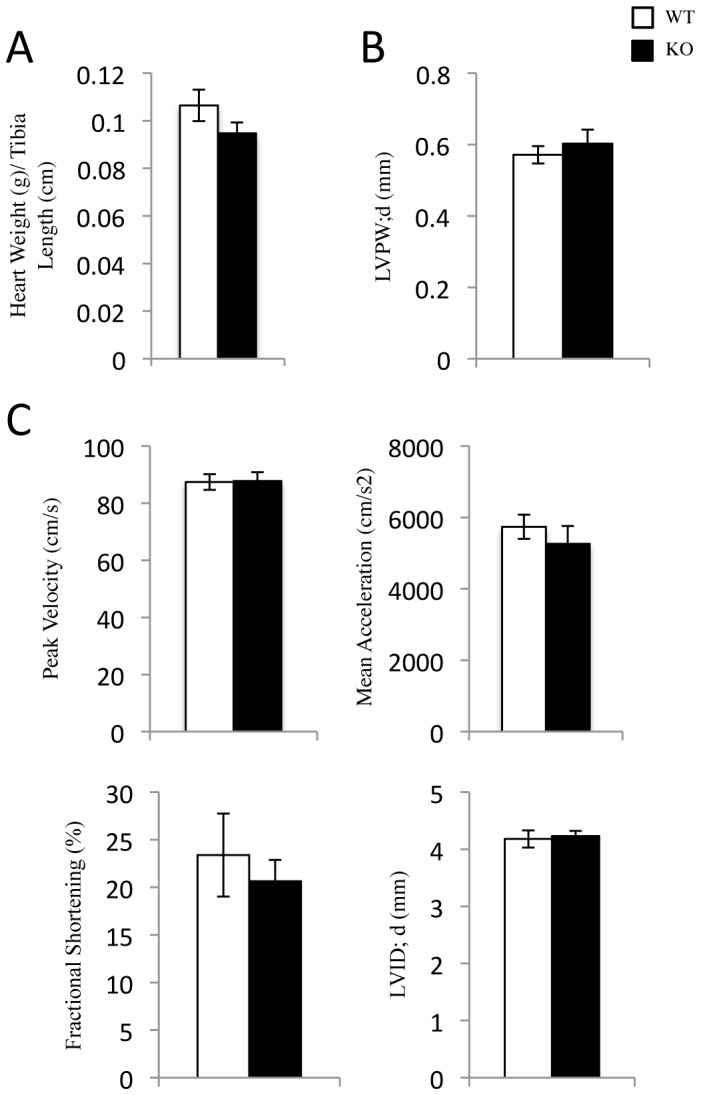
SRC-2 KO mice have no impairment in cardiac function in unstressed conditions. *A*, Total heart weight normalized to tibia length for WT and SRC-2 KO mice (n = 5). *B*, Diastolic left ventricle wall thickness measured by Echocardiography in WT and SRC-2 KO mice (WT n = 15, KO n = 12). *C*, Cardiac Doppler measurements of blood flow rates (peak velocity, mean acceleration, and fractional shortening) and diastolic left ventricle interior diameter measured by Echocardiography in WT and SRC-2 KO mice (WT n = 15, KO n = 12).

### Deletion of SRC-2 Increases the Decline in Cardiac Function in Response to TAC with an Absence of Hypertrophy

Since ablation of SRC-2 results in a gene expression profile similar to that observed in a pressure overload-induced stressed heart, we hypothesized that SRC-2 KO hearts may either be primed for the stress and have improved function during TAC or, alternatively, these animals may not be able to further compensate for increased energetic demand from TAC, leading to impaired cardiac function. To test these ideas, we performed TAC in WT and SRC-2 KO animals and assessed their cardiac functions after 6 weeks. In accordance with human heart failure studies [1], we observed a moderate decrease in SRC-2 mRNA in TAC animals (Figure 6A), which corresponds with a decrease in SRC-2 protein expression 6 weeks post-TAC (Figure 6B). Due to the degree of variability in restriction, and thus imposed stress, that can occur from TAC, we found it important to compare pre-TAC (Figure 5) to post-TAC measurements in WT and SRC-2 KO animal groups. Importantly, both sets of animals were subjected to similar levels of aortic constriction (Figure 6C) and there was no decreased function observed in Sham control animals (Table S3). In the experimental groups, the SRC-2 KO animals showed decreased systolic cardiac function under TAC in relation to WT animals after 6 weeks of constriction. This decline in function is most evident through decreased peak velocity and mean acceleration as measured by cardiac Doppler (Figure 6D and Table S4). Diastolic function in the SRC-2 KO animals remained relatively intact, and at 6 weeks neither WT or SRC-2 KO animals observed major decreases in fractional shortening or increased left ventricular dilation suggesting these animals were not approaching heart failure at this time point (Table S4). At the molecular level, as expected, analysis of *LDH*, *ATP5b*, and *PK* demonstrated that the glycolytic program was up regulated in WT animals due to the TAC imposed stress. Furthermore, expression of these genes all increased to levels approaching those observed in the SRC-2 KO mice, which are relatively unchanged with TAC (Figure 6E). Similarly, *MHCβ (Myh7)* is increased in both WT and SRC-2 KO mice, with ending WT levels being similar to unstressed SRC-2 KO levels. Representative analysis of cardiac transcription factors *SRF* and *GATA4* indicate that these remain decreased independent of stress in the SRC-2 KO mice. As described by others [8], WT mice show increased expression of stress-induced genes *c-myc* and *ANF* with TAC, resulting in levels similar to those observed in control SRC-2 KO mice without TAC (Figure 6E).

**Figure 6:**
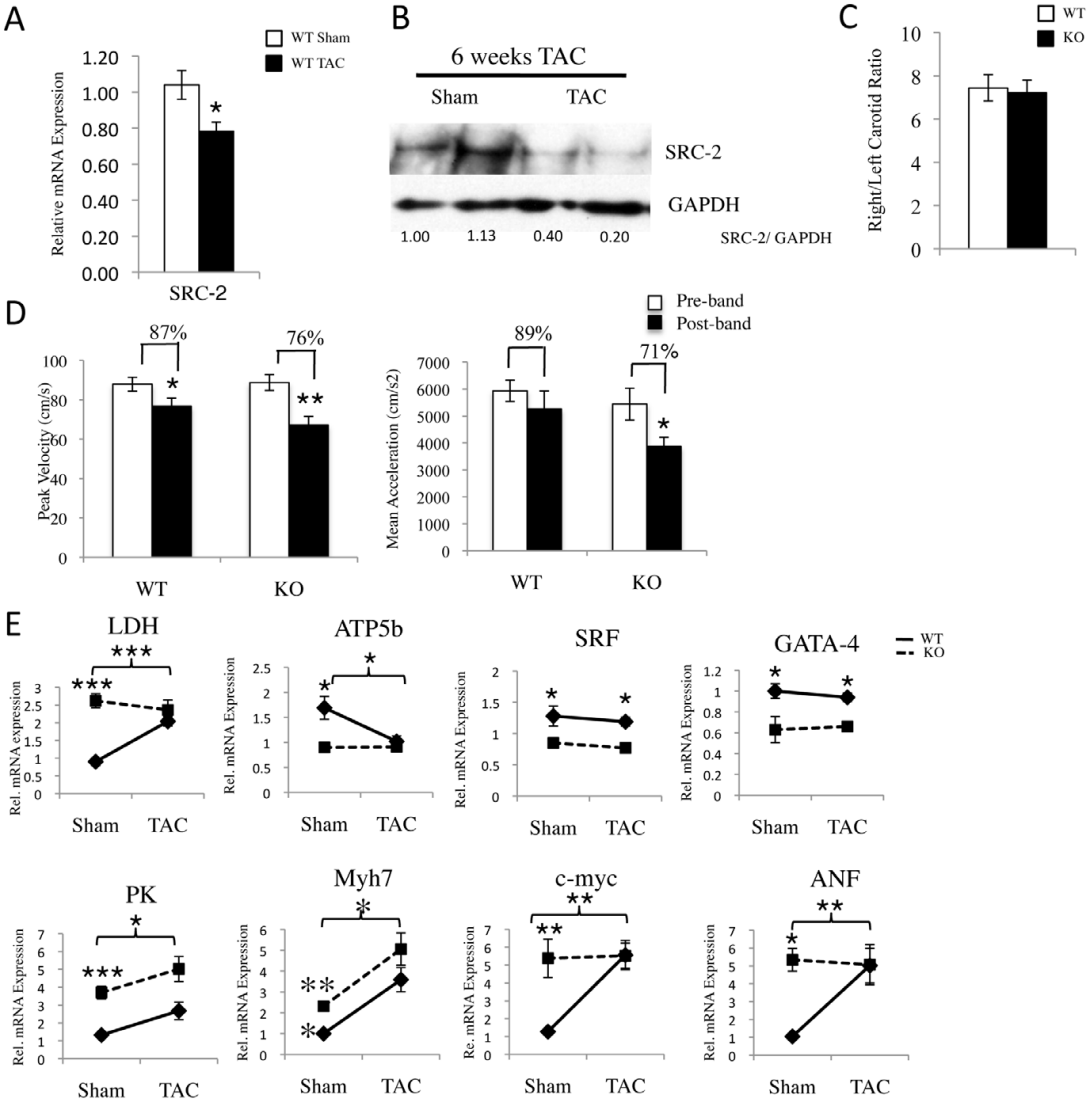
TAC in SRC-2 KO mice results in both greater decline of cardiac function and failure to hypertrophy. *A*, qPCR analysis of SRC-2 in WT sham and banded animals after 6 weeks of TAC (n = 4). Individual gene expression is shown normalized to 18S RNA expression. *B*, Immunoblot analysis of SRC-2 protein levels in sham and banded animals after 6 weeks TAC. GAPDH is used as a loading control. Numbers under the blot indicate densitometry measurements of SRC-2 versus GAPDH expression for each mouse. * = p≤0.05. *C,* Ratio of cardiac Doppler measurements of flow rates for right and left carotid to analyze amount of restriction due to TAC in WT and SRC-2 KO mouse groups (WT n = 16, KO n = 14). *D*, Cardiac Doppler measurements of blood flow rates (peak velocity and mean acceleration) in WT and SRC-2 KO hearts before and after 6 weeks TAC (WT n = 11, KO n = 7). Percent change as a result of banding is shown for each group. All Echo and Doppler “pre-” measurements are the same as presented in Figure 5. *E*, qPCR analysis of sham and TAC WT and SRC-2 KO hearts 6 weeks post-TAC for the indicated genes (n = 4). Individual gene expression is analyzed by ΔΔCt method with 18S RNA expression used as a normalizer and expression relative to WT. * = p≤0.05, ** = p≤0.01 and *** = p≤0.001.

### SRC-2 KO Animals Show Disruption of Several Hypertrophic Pathways

Somewhat surprisingly, while WT animals showed the normal hypertrophic response through increased left ventricular wall thickness and increased total heart weight (Figure 7A and Table S4), SRC-2 KO hearts had a blunted response. This decreased hypertrophic response in the SRC-2 KO animals led us to investigate activation of several pathways previously shown to be important for the cardiac growth observed during the hypertrophic response, including metabolic regulation of mTOR activity and transcriptional control of other components. Metabolic pathway analysis revealed increased phosphorylated AMPK and a corresponding decrease in phosphorylated mTOR in SRC-2 KO animals after TAC (Figure 7B) as would be expected during blunted hypertrophic signaling. On the transcriptional side, several other pathways appear to be down regulated in SRC-2 KO hearts including activation of GATA-4 via phosphorylation at S105 and activation of its upstream activator Erk1/2 (Figure 7C) as well as controller of an alternate hypertrophic pathway, calcineurin (Figure 7C).

**Figure 7:**
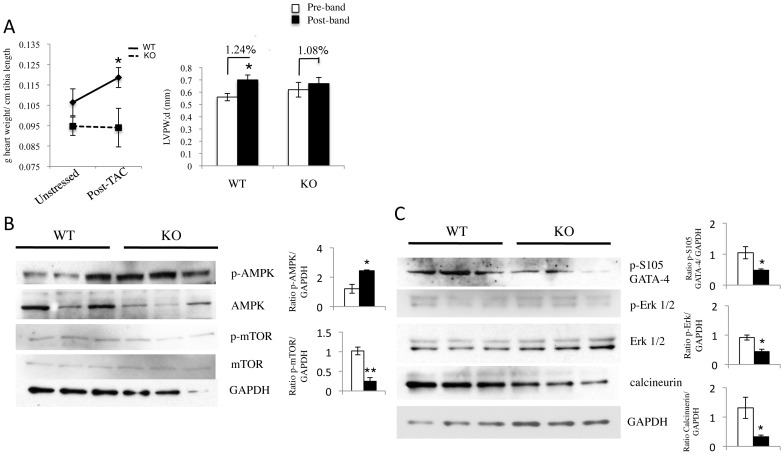
Hypertrophic signaling pathways are impaired in SRC-2 KO hearts. *A,* Echocardiography analysis of diastolic left ventricle wall thickness before and after 6 weeks TAC in WT and SRC-2 KO mice (WT n = 11, KO n = 7). Percent change as a result of banding is shown for each group. Measurement of WT and SRC-2 KO total heart weight normalized to tibia length in unstressed animals and post- 6 weeks TAC (WT n = 11, KO n = 7). All Echo and Doppler “pre-” measurements are the same as presented in Figure 5. *B-C*, Immunoblot analysis of the indicated proteins in WT and SRC-2 KO heart tissue lysates made on hearts 6 weeks post-TAC. GAPDH is used as a loading control. Each graph represents quantitation of the blot for each lane compared to its own GAPDH and then normalized to one WT sample (n = 3). * = p≤0.05 and ** = p≤0.01.

## Discussion

The shift to a fetal gene program observed in the unstressed SRC-2 KO hearts suggests that SRC-2 activity is important in controlling adult metabolic and sarcomeric gene expression profiles. These pathways are major targets of remodeling during pressure overload-induced cardiac stress, highlighting SRC-2 as a novel component of the stress response. Despite already mimicking the gene expression profile of a stressed heart, SRC-2 KO mice have decreased systolic cardiac performance in response to TAC. We propose that this decreased function results from a lack of coordination of the major stress responsive pathways so that integration of these pathways to maintain function is impaired. A large contributor is likely increased metabolic stress from the onset of pressure overload since metabolic changes are the first sensors of stress [8]. Importantly, the data suggest that induction of the fetal/stressed gene program in the adult mouse does not necessarily accompany decreased cardiac function, but can predispose the heart to cardiac decline with increased stress, despite being able to avoid the lag time between stress onset and transcriptional remodeling. Furthermore, the lack of hypertrophy observed in the SRC-2 KO mice independent of expression of fetal myosin and actin isoforms prior to TAC, implies a dissociation between sarcomeric isoform expression and hypertrophic response and indicates that these pathways are at least somewhat separately regulated and suggests that mis-coordination of these pathways may lead to decreased cardiac function.

### SRC-2 KO Mice Exhibit Activation of the Fetal Gene Program

We observe gene expression remodeling due to loss of SRC-2 in both the metabolic and sarcomeric pathways implying that SRC-2 is an important upstream regulator of both of these key cardiac pathways. While expression of the metabolic fetal gene profile in the adult mouse heart has been previously shown in response to loss of a metabolic enzyme itself, such as Acsl1 [42], or loss of a upstream regulator of metabolic enzyme expression such as loss of the PPAR family of transcription factors [43], complete remodeling of both the metabolic and sarcomeric gene expression programs has not been reported under unstressed conditions. Furthermore, we observed decreased expression of several cardiac transcription factors in the SRC-2 KO hearts, many of which have been previously characterized to regulate metabolism or sarcomeric gene expression, but usually not both. For example, loss of PPARα or PPARγ is sufficient to drive cardiac metabolic disruption and impairment of fatty acid use [11], [13], but there is little known about their effects on sarcomeric gene expression. Conversely, GATA-4 has been shown to regulate sarcomeric and stress-response genes such as α-actin and atrial naturietic factor [44], but has not been shown to directly regulate extensive metabolic gene expression. Further, along with other described roles for SRC-2 in regulating transcription of important metabolic genes in other tissues [28], [29], [30], [31], this report highlights SRC-2 as a possible regulator of coordinated metabolic regulation on a whole body level. Since these studies were performed with a germline KO of SRC-2, it is important to remember that not all genes altered are direct targets of SRC-2, but that these are changes acquired over time due to changes in the direct SRC-2 targets. Future studies investigating these direct targets will provide critical information for the mechanism of the cardiac transcription program. Together, our data describes SRC-2 as a novel controller of these pathways and suggests that this control is through modulation of expression of many known regulators of these pathways, the transcription factors themselves.

Remodeling of adult cardiac gene expression to a fetal expression profile is associated with pressure overload, ischemia, and aging. This switch in metabolic and sarcomeric gene expression is postulated to help compensate for the energetic demands of the increased stress, although it is unclear whether maintaining the switch under long-term conditions is beneficial or detrimental to cardiac function [9]. Interestingly, despite the remodeling resulting from loss of SRC-2, there is no decrease in heart function under unstressed conditions, suggesting that the switch to the fetal gene program is at least sufficient to meet steady-state energy demands. However, upon additional stress, in the current study via pressure overload from TAC, mice lacking SRC-2 had a more rapid decline in heart function suggesting that the fetal gene expression program is not sufficient to meet the change in energetic demand of a heart under increased workload due to TAC.

### SRC-2 Ablation Prevents Compensatory Hypertrophic Response

One striking result is the lack of hypertrophy in response to TAC in SRC-2 KO mice. We have found that several pathways involved in the hypertrophic response are disrupted in TAC SRC-2 KO hearts (Figure 7), including altered metabolic signaling and an impaired transcriptional response. First, upon TAC, SRC-2 KO mice have increased activation of metabolic ATP sensor, AMP kinase (AMPK), as well as active mTOR, a downstream target of AMPK (Figure 7). AMPK regulation of mTOR inhibits protein synthesis, a main contributor to hypertrophy [20]. We suggest that this loss of regulation results from an inability of the SRC-2 KO mice to meet the energetic demands of cardiac hemodynamic overload since they are already relying on an altered metabolic pathway (Fig. 2) and that this results in an ATP deficiency upon TAC, leading to inhibition of hypertrophy and decreased cardiac function. Second, the hypertrophic response also has a strong transcriptional component, in which several transcription factors have been shown to participate. We observe decreased transcriptional signaling through upstream modulators Erk1/2 and calcineurin and direct regulation of transcription factor activity through phosphorylation of GATA-4 at S105. Decreased activity of all of these pathways has previously been shown to down regulate and/or prevent the hypertrophic response [24], [25]. Due to the multi-faceted nature of the hypertrophic response we cannot differentiate the relative contributions of these pathways.

### Loss of SRC-2 Disrupts the Integrated Pathways of the Stress Response

Our observation that stress-responsive actin and myosin isoform switching can be uncoupled from hypertrophy in the SRC-2 KO mice is supported by recent observations suggesting that *Myh7* expression can be uncoupled from hypertrophic stimuli at the cellular expression level (reviewed in [10]) and that adult isoforms can be down regulated without corresponding increases in fetal isoforms during hypertrophy in the rat heart [45]. The idea that these changes in sarcomeric gene expression, so frequently observed together with hypertrophy, can be dissociated from one another suggests an important element of timing involved with the stress response. We speculate that when this timing is disrupted there can be elimination of the adaptive response or decreased efficiency gained from the response, ultimately resulting in decreased cardiac function, as is observed in the SRC-2 KO animals. These data suggest a new layer of complexity to be considered in control of the cardiac stress response.

In conclusion, we describe SRC-2 as a novel regulator of cardiac function by showing that loss of SRC-2 in the mouse results in extensive remodeling of the adult cardiac transcriptome to one that resembles the fetal or stressed heart. With left ventricular pressure overload *in vivo*, the absence of SRC-2 results in decreased cardiac function with a surprising suppression of hypertrophy. Taken together with previous observations of SRC-2 expression changes during cardiac failure in humans [1], our results strongly suggest roles for SRC-2 in regulating the metabolic, sarcomeric and hypertrophic pathways suggest that regulation of SRC-2 is an important novel component in the three main adaptive programs during cardiac stress. Furthermore, our data raise the possibility that integration of these multiple pathways in a temporal sequence is critical in the adaptive stress response.

## Supporting Information

Table S1 **Genes significantly altered in SRC-2 KO heart microarray.** Microarray analysis was performed on WT and SRC-2 KO heart tissue (WT, KO n = 3). Data and statistical analyses were performed as described in the *Methods.* Significance for input genes was defined by FDR<0.05. Genes are ordered according to heat map clustering in *Fig. 1A*.
(DOCX) Click here for additional data file.

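Table S1 names the genes that differed between WT and SRC-2 KO hearts. An adjusted p limits the expected share of false calls in such a list, here under an FDR of 0.05. The legend gives 3 hearts per genotype, where the methods and the legend of Figure 1A give 4, and all 4 arrays of each genotype were used here. Ncoa2, the deleted gene, is the gene with the smallest adjusted p in both fits. At an unadjusted p under 0.05, 1824 genes passed in the common-variance fit, 716 higher and 1108 lower in KO hearts, and 2284 passed in the trended fit, 970 higher and 1314 lower. The 12 largest changes each way in the trended fit run from Cyp1a1, whose signal was 8.56 ± 8.17 (SD, n = 4) in WT and 154 ± 101 in KO hearts, to Il10ra. The ends of that ranking are set by signals near background, since 6 of these 24 genes have a group mean under 50, Cyp1a1 and Il10ra among them. The methods' random variance model test, fitted to the same values, called the same number of genes as the common-variance fit.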

Table S2 **GO Pathway Enrichment for genes changed in SRC-2 KO Heart Microarray.** Pathway enrichment analysis was performed on genes identified with altered expression from a microarray comparison of WT and SRC-2 KO heart tissue. Significance for input genes was defined by FDR<0.15. Pathways are ordered by p-value. Analysis was performed using the Gene Set Enrichment Analysis software (GSEA).
(DOCX) Click here for additional data file.

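Table S2 asks which gene groups hold more of the changed genes than chance would place there, at a looser FDR of 0.15 for the input genes. In the trended fit 392 genes passed at this FDR, 147 higher and 245 lower in SRC-2 KO hearts, and 10 of the 43 lists held more of them than chance gives (Fisher's exact test, two-sided, adjusted over the lists). They include the extracellular matrix (9 of 27 genes, adjusted p = 4.5e-08), atrial myocyte markers (7 of 13, adjusted p = 4.5e-08), fatty acid oxidation (8 of 23, adjusted p = 1.7e-07), targets of PPARα and fasting (5 of 16, adjusted p = 1.2e-04), fibroblast markers (3 of 12, adjusted p = 0.0102), hypoxia targets (3 of 13, adjusted p = 0.0115) and the tubulin and cytoskeletal genes (3 of 20, adjusted p = 0.0371). The other 3 hold genes that the study names in its figures: those marked as identified on the arrays (8 of 13, adjusted p = 2.2e-09), those of glucose use (4 of 7, adjusted p = 6.1e-05) and the sarcomeric and stress genes (3 of 10, adjusted p = 0.00654). The study chose many of these on these samples, so their overlap is not independent evidence. Fisher's test also takes genes as independent draws, but members of a list move together. The correlation that camera estimated was 0.52 for the matrix, 0.53 for atrial markers and 0.48 for fatty acid oxidation. The overlap p-values are therefore likely too small. In the common-variance fit 8 genes passed at this FDR, 1 higher and 7 lower, and Ncoa2 was the only one of them in any list. That count was 3 without WT replicate 2 and 28 without KO replicate 4, and the trended count was 97 and 1158. The gene set collection used for Table S2 was not used here, and the lists were written from general knowledge.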

Table S3 **Cardiac Measurements on Pre- and Post-TAC Sham animals.** Cardiac Doppler and Echocardiography measurements taken on Sham WT (n = 4) and SRC-2 KO (n = 5) mice before and after TAC (6–10 weeks). LVI- Left Ventricular Interior diameter, FS- Fractional Shortening, LA- Left Atrium, BW- Body Weight.
(DOCX) Click here for additional data file.

Table S4 **Cardiac Measurement on Pre- and Post-TAC experimental animals at 6 weeks.** Cardiac Doppler and Echocardiography measurements taken on Sham WT (n = 11) and SRC-2 KO (n = 7) mice before and after TAC (6 weeks). LVID- Left Ventricular Interior diameter, FS- Fractional Shortening, LVPW- Left Ventricular Posterior Wall thickness, LA- Left Atrium, BW- Body Weight.
(DOCX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

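Gene expression was measured in RNA from whole unstressed hearts of 4 WT and 4 SRC-2 KO mice, each on its own Affymetrix mouse expression array. Genotypes were taken from the sample labels, which match the methods and the legend of Figure 1A, and the replicate numbers of the labels do not pair the arrays across genotypes. The labels give the age as 10 to 12 weeks and the methods give 10 to 16 weeks. Ncoa2, the disrupted gene, was read first and fell in each of the 4 KO arrays.

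The submitters' processing notes name Affymetrix Expression Console, Partek and RMA, and the methods describe RMA values from Partek for the study's own test. The values in the authors' table are intensities on a linear scale from 0.219 to 124739, each array scaled to the same mean after 2% of the probesets were trimmed at each end, and the arrays do not share a common distribution. The design had assumed log2 RMA values, so log2 of the deposited intensities was taken, with no floor and no further normalization. Of 45101 probesets, 64 are controls and 9211 were not listed in the annotation used. Of the 35890 listed, 34958 have 1 gene symbol and 932 have several, and only the former were used. The probeset with the highest mean over the 8 arrays stood for each gene, which gave 18194 genes, 18032 of them with a current symbol in the gene table of the GRCm38.p6 assembly. That table was used only for names and for which genes neighbour Ncoa2.

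KO was compared with WT in R 4.3.3 with limma 3.58.1, using lmFit and eBayes, with two-sided p-values adjusted by Benjamini-Hochberg over all genes and thresholds of 0.05 and, for the input to pathway analysis, 0.15. The common-variance fit ran eBayes without a trend and was the main analysis, and the trended fit let the prior variance follow the mean signal. The 43 gene lists were written by hand from general knowledge, 614 entries of which 568 were measured, and 44 symbols of the lists were not matched. They cover the genes of Figures 2 to 4, fuel metabolism, sarcomere, matrix, junctions, signalling, stress responses and markers of the cell types that a whole heart can hold. Each was tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over the lists. Overlaps of called genes with the lists, and the position of called genes within 20 Mb of Ncoa2, were tested with Fisher's exact test. Differences of single measures between arrays were tested by exact permutation of the 8 arrays, for which the smallest possible p is 0.0286. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

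The genes named in the text were set by a rule: Ncoa2, every gene the study names in Figures 2 to 4, the 12 genes with the largest change each way among those that passed with all 4 KO values on 1 side of the 4 WT values, and up to 4 members of each list with the smallest p. The rule was applied in both fits, and the part on the largest changes was extended to the trended fit after the counts were seen. The glutathione S-transferase genes were named after their values were seen.

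The fits were tested on simulated data for 18194 genes and 4 against 4 arrays with 200 changed genes. The common-variance fit recovered 29 of 100 genes changed by a log2 of 1 and 56 of 100 changed by a log2 of 2, and the trended fit 30 and 53. Of genes above the median signal, the common-variance fit recovered 24 of 39 changed by a log2 of 1 and 47 of 50 changed by a log2 of 2, and the trended fit 29 of 39 and 48 of 50. They called 7 and 4 unchanged genes, and 0 when no gene was changed. The alternatives were a random variance model test, a test with each gene's own variance, array weights, a block for the replicate number, the mean of all probesets, removal of probesets marked for cross-hybridisation, a filter on dim genes, median centring, quantile normalization, the count of probesets, other windows around Ncoa2 and leaving out each array in turn. Settings added after the values were seen set signals under 50 to 50, joined the filter on dim genes or the count of probesets to the trended fit, and left out each array in the trended fit. Supplementary Tables S1 and S2 were not used here, nor were the qPCR, blot, echocardiography and aortic constriction experiments.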

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

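The tests with the atrial share in the model, here and in the sections on gene lists, were chosen only after the results were seen, and the others before. The number of genes that passed an FDR of 0.05 in the common-variance fit, 4, could be had from another grouping of the arrays: 2 of the 35 splits into 4 and 4 called as many, the real split included, and the highest other split called 4, so chance is not excluded for this count. In the trended fit the real split called 68 genes, the highest other split 5, and 1 of 35 splits reached the real count. This is the smallest share that 35 splits allow, so it argues against chance for that count without excluding it. At an FDR of 0.15 in the common-variance fit the real split called 8 genes and another split 15, with 4 of 35 splits as high, and for the gene lists the counts were 17 and 18, with 2 of 35 splits, so chance is not excluded for either. The 3′ to 5′ differences of the Gapdh and actin controls moved in opposite directions and overlapped between the genotypes (smaller exact permutation p = 0.114), which argues against RNA degradation. Strain alleles carried along with the disrupted gene cannot be told apart from the effect of its loss, because 0 of 89 genes within 20 Mb of Ncoa2 passed where chance alone would place 0.0148 called genes. In the trended fit 1 of the 89, Adhfe1, passed where 0.331 would be expected (Fisher's exact p = 0.283), so its rise is the most open to such alleles.

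Markers of atrial myocytes were lower in KO hearts, with a median log2 fold change of −1.50 over the list. Sln, Myl7 and Myl4 had a median of −2.36 and Nppa moved the same way, which is consistent with a smaller share of atrial tissue in the KO samples. The mean of the other 10 markers of the list, Tbx5, Nr2f2, Stard10 and Pam among them, differed by −44.3% of the WT mean (standard error 13.3), and by −2.29% (standard error 9.82) with the atrial share of each heart in the model, so the atrial share could account for it. The loss of SRC-2 in atrial myocytes themselves stays open, since no atria were measured apart from ventricles. The KO heart with the most atrial signal, KO replicate 1, reached 78.0% of the WT mean, and the lowest, KO replicate 3, 2.54%.

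Genes of fatty acid oxidation and of glycolysis were higher in KO hearts. A smaller share of atrial tissue may raise the genes of ventricular muscle, but the mean of the first list, 0.32 higher in KO hearts (standard error 0.08), was 0.37 higher (standard error 0.14) with the atrial share in the model, and that of the second, 0.17 higher (standard error 0.01), was 0.15 higher (standard error 0.02). This argues against the atrial share as the whole cause of either. A biological effect of genotype and a difference in the feeding or the age of the mice stay open, as none was tested. How far the scaling of the arrays sets the size of these shifts stays open too. Both lists passed camera after quantile normalization, but the median of oxidative phosphorylation fell to 0.03 there.

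The list of extracellular matrix genes had a median log2 fold change of −0.59. In 5 of 222 groups of 4 values, 1 heart lay apart from the other 3, where chance gives about 1 in 20. Nr2f2 had a signal of 352 in KO replicate 3, below the other KO hearts. Tppp3 had a signal of 1048 in KO replicate 4, above the other KO hearts. Hand2 had a signal of 1869 in WT replicate 2, apart from the other WT hearts. Ucp3 had a signal of 1502 in WT replicate 4, above the other WT hearts. Pparg had a signal of 156 in KO replicate 3, apart from the other KO hearts.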

How the results depend on the processing

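Of the 17 shifted lists, 1 of them Ncoa2 alone, 9 passed camera at the preset correlation in all 21 settings: fatty acid oxidation, Krebs cycle, glycolysis, the glucose genes of Figure 2A, extracellular matrix, interferon, fibroblasts, macrophages and atrial myocytes. Ncoa2 passed in all but a pair of settings, and the gene counts moved. Counts are given as higher genes, lower genes and genes at FDR 0.15, and named genes are counted without those named only for their change in the trended fit. A test with each gene's own variance gave 0, 1 and 8, with 1 named gene. The trended fit gave 22, 46 and 392, with 20 lists, 17 named genes and 10 overlaps. With a block for the replicate number the counts were 0, 0 and 0, with 0 named genes and 0 overlaps, and Ncoa2 at −2.95 did not pass (adjusted p = 0.254); the arrays do not pair, since 3 of 8 matched best with their own number. The mean of all probesets gave 0, 1 and 1, with 1 named gene and 0 overlaps, and Ncoa2 at −1.30 (adjusted p = 0.478). The filter on dim genes gave 4, 18 and 439, with 5 named genes and 6 overlaps, and tests fewer genes. This filter and the trend each gave 1 call near Ncoa2 (Fisher's exact p = 0.0801 and 0.283), and every other setting with this count gave 0. Quantile normalization gave 0 higher genes, and counting probesets gave 2 higher. With an estimated correlation 0 lists passed and by fry 5, Ncoa2 alone being 1 of them. Settings added after the values were seen gave 0, 2 and 65 with signals under 50 set to 50 (1 named gene), 0, 2 and 53 with this and the trend (1 named gene), 29, 58 and 732 with the filter and the trend (20 named genes), and 28 higher and 50 lower probesets with the count of probesets and the trend. Leaving out 1 array in turn, the common-variance fit gave 0 to 1 higher, 1 to 2 lower, 3 to 28 at FDR 0.15, 15 to 18 lists, 1 to 2 named genes, 0 to 1 overlaps and 0 calls near Ncoa2, with Ncoa2 between −3.02 and −2.90; the trended fit gave 2 to 104, 3 to 216 and 97 to 1158, lowest without WT replicate 2 and highest without KO replicate 4. Without probesets marked for cross-hybridisation, Il10ra turned to 0.14, Angptl4 to 0.60, Dgat1 to −0.28, Mcm2 to 0.0880 and Tmsb10 to 1.02; apart from that of Mcm2, the probesets left lie near background (mean log2 signals 3.48, 3.99, 3.65 and 4.04), so these signs test nothing. With the mean of all probesets, Itga9 turned to −0.20, Hand2 to −0.10, Atp2a2 to −0.29, Nr1d2 to −0.0374, Fhl1 to −0.36, Cnp to 0.0236 and Gfpt1 to 0.45; apart from Atp2a2, dim probesets set these signs. Myc, at 0.0778 in the common-variance fit, was at −0.00282 with array weights, −0.13 without WT replicate 1, −0.0119 without WT replicate 3, −0.33 without KO replicate 1 and 0.36 without KO replicate 3. After quantile normalization Atp2a2 was at −0.00192 and the sarcomere list at 0. Over 106 genes and 21 settings, 2068 values stayed, 77 gained a call, 40 lost one and 17 reversed, and over 43 lists 861, 18, 21 and 1. Except where fewer genes or arrays were tested, the cause was not tested. Signals near background limit the rest: the spread between hearts is largest for dim genes.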

Differences from the paper's values

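The heatmap of the paper shows about 26 genes up in Fig. 1A, read by eye, at an FDR of 0.05, and the common-variance fit called 1 higher gene at that FDR. It shows about 57 genes down in Fig. 1A, read by eye, and the common-variance fit called 3 lower genes. Of the alternatives set before the data were examined, the trended fit gave 22 higher and 46 lower genes, within 1.5 times the paper's counts, and none of the others did, including the random variance model test of the methods (1 and 3), which the paper ran on RMA values and which was run here on the log2 of the deposited signals, so the paper's own analysis was not repeated. The filter on dim genes together with the trend, chosen after the values were seen, gave 29 and 58, and it left uncalled or removed 7 of the 13 measured genes that the paper marks as identified on the arrays. Counting probesets in the trended fit, also chosen after the values were seen, gave 28 and 50 and left 8 of the 13 uncalled. The trended fit without KO replicate 1, chosen in the same way, gave 44 lower but 10 higher genes and left 10 of the 13 uncalled.

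Of those 13 genes, the common-variance fit called 0. The trended fit called Fabp1, Tbx5, Slc2a4, Pdk4, Acta2 and Tppp3, as did the filter with the trend, and the filter on dim genes alone called Fabp1. Counting probesets in the trended fit called 5 of these 6, without Slc2a4. With 1 array left out in turn, a setting of the trended fit chosen after the values were seen, it called 0 of the 13 without WT replicate 1 or WT replicate 2 and 9 without KO replicate 4: the 6 above and Fbp2, Fabp5 and Tuba8. Without WT replicate 3 or KO replicate 3 it called Fabp1, without WT replicate 4 Fabp1, Tbx5 and Tppp3, without KO replicate 1 Fabp1, Tbx5 and Pdk4, and without KO replicate 2 Fabp1 and Acta2. Slc2a1, Ldhd, Pdk2 and Fabp7 passed in none of the 32 settings in which these genes were counted, the common-variance fit included. Pfkfb1 was not analysed here.

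The paper's targeted analysis gives n = 5 hearts where the arrays have 4 per genotype, and of 40 measured genes whose change its figures mark, 18 had array values with the paper's direction and 22 with the opposite one. Of the 22, Pdk4 passed in the trended fit and 0 in the common-variance fit. This is a tally of signs, several of them near 0 (Dgat2 0.05, Srf 0.06, Myh7 −0.04), and Myc, Gfpt1, Hand2, Dgat1 and Atp2a2 turned in at least 1 alternative. The paper's qPCR is normalized to 18S RNA and the arrays are scaled to a trimmed mean. Whether this difference in reference moves the signs was not tested. The paper shows Pdk4 up, and on the arrays Pdk4 had a log2 fold change of −1.08 (adjusted p = 0.334 in the common-variance and 0.0368 in the trended fit). Its signals followed the atrial markers in the KO hearts but not in the WT hearts. The highest WT signal, 29360, was in replicate 4, which had the lowest atrial share of the WT hearts. The paper shows fatty acid genes down: of the 7 measured on the arrays 4 had values above 0 and 3 below, the higher ones including Cd36 at 0.32, Dgat1 at 0.31 and Acadl at 0.18, and Fabp1, Fabp5 and Fabp7 had lower values as in the paper. The mean of these 7 genes per heart was lower in every KO heart than in any WT heart (exact permutation p = 0.0286), the paper's direction. Fabp1, at −2.90, weighs most in that mean, since the other genes lay between −0.56 and 0.32. The study chose Fabp1 on these samples, so the mean is not independent evidence for the fatty acid genes as a set. The paper shows Krebs cycle and oxidative phosphorylation enzymes down, and all 5 had values above 0 on the arrays (median 0.23, adjusted p = 0.0112 in camera, adjusted p = 0.484 with an estimated correlation), with Idh2 at 0.30. That list did not pass with fry (adjusted p = 0.176), without WT replicate 4 (median 0.16, adjusted p = 0.0546), without KO replicate 1 (0.20, adjusted p = 0.0534), with the mean of all probesets (0.19, adjusted p = 0.0565) or after quantile normalization (0.06, adjusted p = 0.296). The paper shows ANF up and Myh6 and Serca2 down, and Nppa had a log2 fold change of −1.09, Myh6 of 0.21 and Atp2a2 of 0.19 on the arrays, both of the latter with each sign among their bright probesets (Myh6 −0.04 in its dimmer one). The KO signals of Nppa, which encodes ANF, followed the atrial share. They ran from 12519 in replicate 3 to 81985 in replicate 1, which lay above every WT heart. The 10 sarcomeric and stress genes of Figure 3 had a median of 0.16 and a mean just below 0 (adjusted p = 0.252 in camera); adjusted over the list alone Acta2 was higher and Tppp3 lower in both fits, and Tuba8 higher and Nppa lower in the trended fit, but the study took several of these genes from these arrays. It states that many cardiac factors are down: of the 11 it names as lower, 6 had values above 0 on the arrays, among them Ppara at 0.62, Hand2 at 0.34 and Nkx2-5 at 0.27, and 5 below 0, Tbx5, Pparg (−0.20), Gata4 (−0.18), Gata6 (−0.16) and Gfpt1 (−0.13), of which Tbx5 passed in the trended fit. Of the factors of Figure 4 that it shows as unchanged, Sp1, Nrf1, Gfpt2, Myocd and Esrra, 0 passed in either fit. The 18 values with the paper's direction are those 5, Slc2a1, Slc2a4, Ldhd, Fbp2, Pkm and Pdk2 of Figure 2A, Fabp1, Fabp5 and Fabp7 of Figure 2B, and Acta2, Tuba8, Tppp3 and Myc of Figure 3. Of these, Tbx5, Slc2a4, Fabp1, Acta2 and Tppp3 passed in the trended fit and 0 in the common-variance fit.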

Other observations

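The glutathione S-transferases, enzymes that couple glutathione to reactive compounds, were singled out after their values were seen, and the model with the atrial share was chosen then too. In the trended fit 4 of 20 measured members rose: Gstm2, Gstm1 (5018 ± 465 in WT and 7870 ± 801 in KO hearts, SD, n = 4; log2 fold change 0.65, adjusted p = 0.0180), Gstk1 (log2 fold change 0.60, adjusted p = 0.0309) and Gsta4 (log2 fold change 0.49, adjusted p = 0.0279). Of the 12 brighter members 10 had values above 0. Hypoxia targets shifted upward in camera (13 genes, 8 of them above 0, median 0.24, mean 0.07, adjusted p = 0.00462, adjusted p = 0.326 with an estimated correlation, fry adjusted p = 0.0730), though not without KO replicate 4 (adjusted p = 0.0579) or as a mean per heart (exact permutation p = 0.514), and with the atrial share of each heart in the model that mean was −0.18 (standard error 0.22). Egln3, a prolyl hydroxylase, rose in the trended fit, from 2960 ± 151 to 4595 ± 597.5 (log2 fold change 0.63, adjusted p = 0.0234), and Bnip3 had a log2 fold change of 0.37 (adjusted p = 0.129). Among the KO hearts Egln3 ran opposite to the atrial share (r = −0.97), highest in replicate 3 and lowest in replicate 1. Its lowest KO signal, 3845, lay above the highest WT signal, 3063. Chaperones shifted upward (15 genes, median 0.12, adjusted p = 0.0285, adjusted p = 0.484 with an estimated correlation, fry adjusted p = 0.234), but not in 7 of 21 settings: without WT replicate 2 (adjusted p = 0.104), WT replicate 4 (adjusted p = 0.0570) or KO replicate 4 (adjusted p = 0.251), with a block for the replicate number (adjusted p = 0.0521), with the mean of all probesets (adjusted p = 0.0980), after quantile normalization (adjusted p = 0.195), or without probesets marked for cross-hybridisation, where the median was −0.00669 (adjusted p = 0.196). As a mean per heart they did not separate either (exact permutation p = 0.171), with a difference of 0.20 (standard error 0.12), and of 0.26 (standard error 0.23) with the atrial share in the model. Hspd1, the mitochondrial chaperonin, had a log2 fold change of 0.37 (adjusted p = 0.101 in the trended fit). Circadian clock genes did not shift as a list (17 genes, median 0.08, adjusted p = 0.612), and their output genes Dbp and Tef had log2 fold changes of 1.46 (adjusted p = 0.0567 in the trended fit) and 0.67, while Npas2 had one of −0.87 (adjusted p = 0.180). Dbp and Tef were higher in both fits when adjusted over the list alone, and in the trended fit Nr1d2 was then higher (0.49; its other probeset lies near background) and Npas2 and Arntl (−0.50) lower.

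Markers of several cell types other than muscle shifted downward in the SRC-2 KO hearts. All 12 macrophage markers had lower values (median −0.37, adjusted p = 8.0e-06, adjusted p = 0.361 with an estimated correlation, fry adjusted p = 0.0406), and these are the only markers of a cell type here that passed with fry; among them are C1qc at −0.58, Mrc1 at −0.47 and Cx3cr1 at −0.90 (adjusted p = 0.0869, 0.129 and 0.179 in the trended fit). When adjusted over the list alone, 2 (C1qc and Cx3cr1) were lower in the common-variance fit and 8 in the trended fit. All 12 fibroblast markers had lower values (median −0.56, adjusted p = 3.4e-04, adjusted p = 0.538 with an estimated correlation), with Mfap5 at −0.79 and 0 and 7 members lower when adjusted over the list alone in the common-variance and trended fits, and the list shares collagens with the matrix list. All 11 endothelial markers had lower values (median −0.20, adjusted p = 0.00697, adjusted p = 0.538 with an estimated correlation), though not past the threshold without KO replicate 3 (adjusted p = 0.0655). Genes of proliferating cells, most of them dim, had a median of −0.78 over 11 genes (adjusted p = 0.00535, adjusted p = 0.484 with an estimated correlation), and did not pass without probesets marked for cross-hybridisation or with the filter on dim genes. Mcm2, a replication factor, was lower in both fits when adjusted over the list alone (−0.78, but 0.09 without those probesets). Interferon-stimulated genes had a median of −0.40 over 15 genes (adjusted p = 0.00427, adjusted p = 0.538 with an estimated correlation), with Gbp3 at −0.73 (adjusted p = 0.0744 in the trended fit). Gbp3 was lower in both fits when adjusted over the list alone, and Oas1a (−0.61) and Ifi27l2a (−0.66) in the trended fit. The fibroblast, endothelial, proliferating cell and interferon lists did not pass with fry (adjusted p = 0.234 for each). As means per heart, their differences were −0.50, −0.27, −0.99 and −0.32 (standard errors 0.21, 0.13, 0.52 and 0.21), and −0.39, −0.34, −1.71 and −0.81 (standard errors 0.40, 0.24, 0.90 and 0.29) with the atrial share of each heart in the model; that of the macrophage list was −0.39 (standard error 0.09) and −0.35 (standard error 0.17). KO replicate 1, with the largest atrial share of the KO hearts, had the lowest interferon and proliferating cell means (−0.72 and −1.70). The larger differences of these lists with the share in the model may rest on that heart. Atrial markers moved downward too in the same hearts, with Nppa signals of 69583 ± 11349 in WT and 40105 ± 29665 in KO hearts (adjusted p = 0.275 in the trended fit).

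The other lists did not pass camera in the common-variance fit. Calcium and ion handling had a median of 0.11 over 19 genes (adjusted p = 0.340) with a mean of −0.06, and insulin and growth signalling one of 0.03 over 21 genes (adjusted p = 0.806) with a mean of −0.06, in which Igf1 had a log2 fold change of −0.89 (adjusted p = 0.0562 in the trended fit). The potassium channel gene Kcnj3 (−0.80) and Igf1 were lower in the trended fit when adjusted over their lists alone. Immediate early genes had a median of 0.02 over 15 genes (adjusted p = 0.806). Lymphocyte markers had a median of 0.19 over 10 genes (adjusted p = 0.612), thymus markers one of 0.57 over 7 (adjusted p = 0.524) and erythroid markers one of 0.69 over 4 (adjusted p = 0.122), which passed without KO replicate 2 (adjusted p = 0.0406) and with the mean of all probesets (adjusted p = 0.0315). White adipocyte markers had a median of 0.52 over 8 genes (adjusted p = 0.107) and passed without WT replicate 2 (adjusted p = 0.00444) or KO replicate 1 (adjusted p = 0.0352) and with the mean of all probesets (adjusted p = 0.0244), and brown adipocyte markers had one of −0.07 over 9 (adjusted p = 0.240), with Dio2, a deiodinase, lower in both fits when adjusted over the list alone (−1.15). Mesothelial markers had a median of −0.40 over 12 genes (adjusted p = 0.0523). They passed in the trended fit (adjusted p = 0.0378, adjusted p = 0.568 with an estimated correlation), with the mean of all probesets (adjusted p = 0.0315), with median centring (adjusted p = 0.0188), with signals under 50 set to 50 (adjusted p = 0.0371, and 0.0290 with this and the trend), and without WT replicate 1 (adjusted p = 0.0133), WT replicate 4 (adjusted p = 0.0235) or KO replicate 1 (adjusted p = 0.00246). Skeletal muscle markers had a median of −0.09 over 14 genes (adjusted p = 0.613), with Tnni2 the only one that passed in the trended fit. Lung epithelium markers had a median of 0.02 over 9 genes (adjusted p = 0.613), Schwann cell and neuron markers one of −0.09 over 9 (adjusted p = 0.754) with a mean of 0.08 and Cnp lower in the trended fit when adjusted over the list alone (−0.55, and −0.20 in its next brightest probeset), and the genes that differ by sex one of 0.08 over 4 (adjusted p = 0.616).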
